# Expression of Small RNA in *Aphis gossypii* and Its Potential Role in the Resistance Interaction with Melon

**DOI:** 10.1371/journal.pone.0048579

**Published:** 2012-11-16

**Authors:** Sampurna Sattar, Charles Addo-Quaye, Yan Song, James A. Anstead, Ramanjulu Sunkar, Gary A. Thompson

## Abstract

**Background:**

The regulatory role of small RNAs (sRNAs) in various biological processes is an active area of investigation; however, there has been limited information available on the role of sRNAs in plant-insect interactions. This study was designed to identify sRNAs in cotton-melon aphid (*Aphis gossypii*) during the *Vat*-mediated resistance interaction with melon (*Cucumis melo*).

**Methodology/Principal Findings:**

The role of miRNAs was investigated in response to aphid herbivory, during both resistant and susceptible interactions. sRNA libraries made from *A. gossypii* tissues feeding on *Vat^+^* and *Vat^−^* plants revealed an unexpected abundance of 27 nt long sRNA sequences in the aphids feeding on *Vat^+^* plants. Eighty-one conserved microRNAs (miRNAs), twelve aphid-specific miRNAs, and nine novel candidate miRNAs were also identified. Plant miRNAs found in the aphid libraries were most likely ingested during phloem feeding. The presence of novel miRNAs was verified by qPCR experiments in both resistant *Vat^+^* and susceptible *Vat^−^* interactions. The comparative analyses revealed that novel miRNAs were differentially regulated during the resistant and susceptible interactions. Gene targets predicted for the miRNAs identified in this study by *in silico* analyses revealed their involvement in morphogenesis and anatomical structure determination, signal transduction pathways, cell differentiation and catabolic processes.

**Conclusion/Significance:**

In this study, conserved and novel miRNAs were reported in *A. gossypii*. Deep sequencing data showed differences in the abundance of miRNAs and piRNA-like sequences in *A. gossypii*. Quantitative RT-PCR revealed that *A. gossypii* miRNAs were differentially regulated during resistant and susceptible interactions. Aphids can also ingest plant miRNAs during phloem feeding that are stable in the insect.

## Introduction

Gene regulation at the post-transcriptional level has garnered considerable attention in recent years due to an increased understanding of the regulatory roles of small RNAs (sRNA). The first regulatory sRNA was discovered in *Caenorhabditis elegans* almost twenty years ago [1], and since then, progress in deep sequencing technologies combined with sophisticated bioinformatic analyses have facilitated the identification of a large number of sRNAs. Three main groups of animal sRNAs: microRNAs (miRNAs), endogenous small interfering RNAs (endo-siRNA) and Piwi-interacting RNAs (piRNAs) have been classified, based on their distinctive characteristics, biogenesis processes, and association with Argonaute proteins [2]. Among these three classes, miRNAs are the most studied and best understood. The biogenesis of miRNAs involves the action of two RNase III proteins, Drosha and Dicer, that are required for processing the hairpin shaped structures to 22–23 nucleotide (nt) long mature miRNAs. The 21 nt endo-siRNAs in insects and mammals are produced in a RNA-dependent RNA polymerase (RdRP) independent manner, requiring a Dicer-dependent process [2]. Endo-siRNAs mainly originate from transposon transcripts, intergenic repetitive elements, and endo-siRNA cluster loci. piRNAs also originate from intergenic repetitive elements, including retro-transposons, but do not require Dicer for processing. piRNAs, originally reported from *Drosophila melanogaster* germ cells [3], are easily distinguished from the other two classes due their longer size (24–29 nt). This group of sRNA interacts with Piwi proteins and silences selfish genetic elements contributing towards germ line stability [4], [5]. Recently piRNAs from neural cells were shown to play a role in the epigenetic control of memory related synaptic plasticity [6].

Traditionally most of the well characterized insect sRNAs were restricted to miRNAs sequences from *Drosophila* spp.; however with the recent availability of RNA-seq and whole genome sequencing data, miRNA sequences from other insect species such as silkworm (*Bombyx mori*), honeybee (*Apis melifera*), mosquito (*Anopheles gambiae*), locust (*Locusta migratoria*), beetle (*Tribolium castaneum*), pea aphid (*Acyrthosiphon pisum*), German cockroach (*Blatella germanica*) and brown planthopper (*Nilaparvata lugens*) have been deposited in miRBase [7], [8]. Interestingly, the orders Diptera (*Drosophila spp.* and *A. gambiae*) and Lepidoptera (*B. mori*) contribute most of the insect miRNA sequences in miRBase. The depth of sRNA sequence information from the other insect orders is still limited. Pea aphid and brown planthopper are the only Hemipterans represented in miRBase [9], [10] and *A. pisum* is the only aphid species to have miRNA sequences reported [9]. The order Hemiptera includes harmful agricultural insect pests such as aphids, whiteflies, scales, and hoppers. Many of the insects belonging to the order Hemiptera possess specialized mouth parts capable of piercing plant tissues and feeding directly from the vasculature. Piercing-sucking insects not only deplete photoassimilates, but also transmit pathogenic plant viruses. Hemipterans are hemimetabolus as they do not undergo complete metamorphosis like other insect groups. Aphids are typically parthenogenetic during most part of their life cycle and give live birth to genetically identical nymphs. The unique feeding habit combined with the ability to rapidly reproduce makes these insects some of the most damaging pests of economically important crops worldwide.

*Aphis gossypii* (cotton-melon aphid) is a destructive insect pest on a wide range of economically important host plants. Chemical control measures for *A. gossypii* are becoming limited as this species developed resistance to a wide variety of insecticide classes [11]. Therefore, significant research effort has focused on identifying and developing host-plant resistance. Resistance to *A. gossypii* imparted by the *Vat* (virus aphid transmission) gene has been identified in several geographic *Cucumis melo* plant introductions and introgressed into commercial melon lines [12], [13], [14], [15], [16]. The *Vat* gene is a member of CC-NBS-LRR family of plant resistance (*R*) genes, which confers dual resistance to *A. gossypii* and non-persistent viruses transmitted by this aphid [12], [17]. Resistance against *A. gossypii* exhibits two possibly overlapping, modes of action; antixenosis (non-preference of the aphids) and antibiosis (reduction in aphid performance and fecundity) [18]. The antixenotic component of the resistance trait is characterized by delays in sustained phloem sap ingestion on resistant plants due to rapid interruption in feeding after the stylets penetrate the phloem [19]. The antibiotic component extends the pre-reproductive period of the aphid and shortens both the reproductive and post-reproductive periods resulting in fewer progeny [19]. The overall life span of an individual aphid is reduced and after the final molt, aphids feeding on the resistant *Vat^+^* plants are smaller in size than those feeding on the susceptible *Vat^−^* melon plants. Thus, important reproductive, developmental, and morphological changes occur in aphids in response to *Vat*-mediated resistance. In this study, a survey of sRNAs from *A. gossypii* feeding on *Vat^+^* and *Vat^−^* melon plants was conducted to better understand the role of these regulatory, non-coding RNAs in the developmental changes that occur in response to the *Vat*- mediated resistance mechanism.

## Results

### Sequence analysis of the aphid libraries

Two *A. gossypii* sRNA libraries were generated from aphids collected after 48 hours of feeding on *Vat^+^* (*Vat^+^* aphid library) and *Vat^−^* (*Vat^−^* aphid library) melon plants, respectively. 

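Wingless aphids of mixed growth stages from a clonal colony were confined at 50 per leaf on 4-week-old plants of nearly isogenic melon lines with and without *Vat*. They were collected after 48 h of feeding. Low molecular weight RNA was separated on a denaturing gel, and the methods give the excised fraction as 20–24 nt. A single library was sequenced per melon line, so no test between the lines was possible, and every comparison covers these 2 libraries alone. For each library the authors deposited the raw tag counts with the 3′ adapter still on the tags, a list of miRBase matches with the count of each trimmed sequence, and the miRDeep predictions. From the tag counts, the insert before the first 8 nt of the 3′ adapter was taken and kept when it was 18–30 nt long, as in the methods. The removal of rRNA, tRNA and sense EST matches was not repeated, because no reference sequence for it was used here. Abundance was expressed as counts per 1000000 of these adapter-trimmed 18–30 nt counts (CPM). Shares are given with exact (Clopper-Pearson) 95% confidence intervals, counts with exact Poisson intervals and ratios of counts with the exact conditional interval. PCR copies are not independent molecules, so the intervals cover counting error only, as does the limit of 3 counts that a count of 0 allows. That limit came to 0.370 CPM in the *Vat+* aphid library and 0.142 CPM in the *Vat-* aphid library. Folds and ratios given as at least or at most a value rest on this limit and leave out the error of the other count.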

The libraries were sequenced using Illumina GAII analyzer and the library data is available at NCBI Gene Expression Omnibus (GEO) under the series GSE38641. Illumina sorts the sequence data in a “Tag_Count” file format, where each sequence read (tag) is provided with the number of times (counts) it appeared in the library. 

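All tags were 35 nt long. The *Vat+* aphid library comprised 2520036 distinct tags with 18236226 counts in total. The *Vat-* aphid library comprised 1211182 distinct tags with 23476434 counts in total, 1.29 times the counts of the *Vat+* aphid library. Tags with an undetermined base held 6.32% of the counts in the *Vat+* aphid library and 4.63% in the *Vat-* aphid library.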

The sRNA sequencing data in the tag count files have been used for in depth analyses.

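In the *Vat+* aphid library, 9044248 counts (49.6%) were of tags with the first 8 nt of the 3′ adapter. Inserts of 18–30 nt held 8110775 counts, 44.5% of the library, in 830587 different sequences. A further 4.45% of the counts had the adapter at the first base and so held no insert. The longest insert that the 8 nt could reveal in a 35 nt tag was 27 nt. Of the 9191978 counts without the 8 nt, 5605187 ended in the first 5 to 7 nt of the adapter, which leaves inserts of 28–30 nt.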

The *Vat^+^* aphid library generated approximately 2.5 million reads, and after adapter trimming and removing redundant sequences, the number of usable sequences was 918,621. Similarly, for the *Vat^−^* aphid library approximately 1.2 million reads were obtained and the usable number of sequences was 974,781. 

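Tags of the *Vat-* aphid library with the first 8 nt of the adapter held 22887096 counts, 97.5% of the library. Inserts of 18–30 nt held 21078572 counts, 89.8% of the library, in 925148 different sequences, and 2.41% of the counts held no insert. The adapter-trimmed depth was 2.60 times that of the *Vat+* aphid library. Only 31094 counts (0.132% of the library) ended in the first 5 to 7 nt of the adapter.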

Before the libraries were searched for putative miRNA sequences, rRNAs and tRNAs were discarded and the number of usable sequences after this step was 32,668 and 45,898 for *Vat^+^* and *Vat^−^* aphid libraries, respectively (Table 1). 

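Among the adapter-trimmed 18–30 nt sequences, 32361 of the *Vat+* aphid library and 46906 of the *Vat-* aphid library had 10 or more counts, with rRNA and tRNA matches included. These sequences held 85.8% of the adapter-trimmed counts in the *Vat+* aphid library and 93.7% in the *Vat-* aphid library.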

Reads with counts of 10 or more in the size range of 18–30 nt were retained and designated as distinct reads (File S1). The distribution of sRNAs was strikingly different in two aphid libraries. The size distribution pattern of the reads revealed that *Vat^+^* aphid library was over-represented by 26–27 nt sequences, whereas the *Vat^−^* aphid library was dominated by 22 nt sequences (Figure 1). Both the libraries were further analyzed to determine their count complexity (Figure 2). 

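Inserts of 26–27 nt held 3744294 counts in the *Vat+* aphid library, 46.2% of its 18–30 nt counts (95% CI 46.1–46.2%), and 154308 counts in the *Vat-* aphid library, 0.732% (95% CI 0.728–0.736%). Among inserts before 8 nt of the adapter, which reveal none over 27 nt, the most frequent length in the *Vat+* aphid library was 27 nt. It held 24.6% of the counts, followed by 26 nt with 21.6% and 23 nt with 14.5%. The most frequent length in the *Vat-* aphid library was 22 nt with 30.8%, followed by 23 nt with 21.3%. The 22 nt inserts held 7.32% of the counts in the *Vat+* aphid library. Of the different sequences, whatever their count, 59.8% were 26–27 nt long in the *Vat+* aphid library and 1.17% in the *Vat-* aphid library. The 20–24 nt fraction named in the methods held 38.4% of the counts in the *Vat+* aphid library and 82.7% in the *Vat-* aphid library. When tags that end in 5 to 7 nt of the adapter were also counted, an alternative chosen after seeing the data, the 26–27 nt share of the *Vat+* aphid library fell to 27.3%, because the total then included the 28–30 nt inserts. The most frequent length in that library was then 28 nt with 2385440 counts, followed by 30 nt with 2034076.

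**Figure D1:**
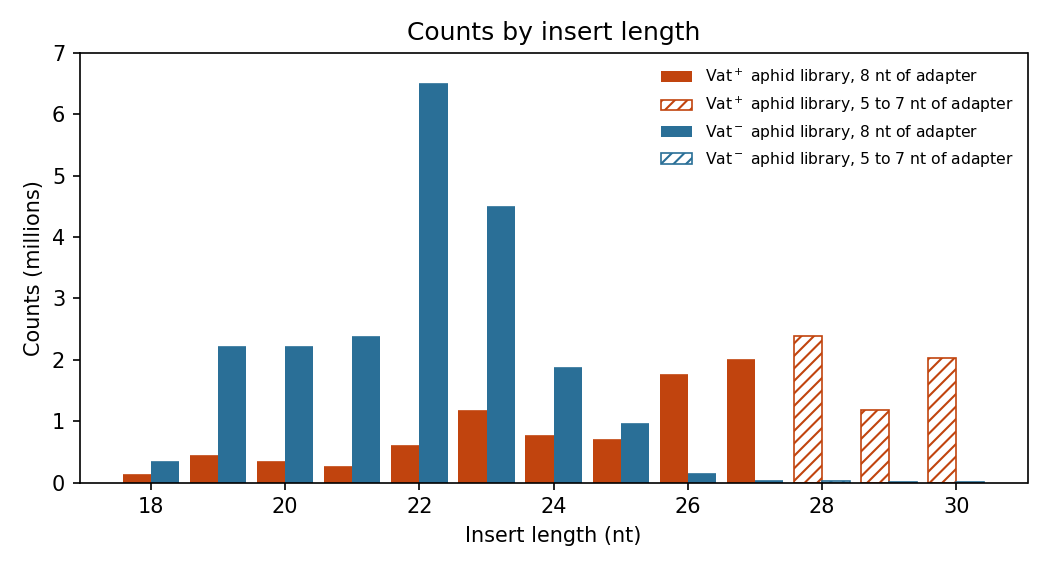
Counts (in units of 1000000) by insert length (nt) in the *Vat+* aphid library and the *Vat-* aphid library; filled bars are inserts before 8 nt of the adapter and hatched bars inserts before 5 to 7 nt of it at the end of the tag. The *Vat-* bars peak at 22 nt with 6491236 counts, and the *Vat+* bars at 26 nt and longer hold between 1185671 and 2385440 counts each.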

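The 26 nt sequences with 10 or more counts held 1498291 counts in the *Vat+* aphid library, and the abundance of individual sequences was taken over this total. GTCGTGCGTCGGGCTCCGCGGTGAAG had 443009 counts in the *Vat+* aphid library and 680 in the *Vat-* aphid library. CTCCGGACCGGGAGCCTCGAGGCGGT had 232541 counts in the *Vat+* aphid library and 5242 in the *Vat-* aphid library. Both together held 45.1% of the 26 nt counts (95% CI 45.0–45.2%). The next most abundant, GCGCCGCGTCCGCGGCCGTCGCCGGC, had 93735 counts in the *Vat+* aphid library and 32699 in the *Vat-* aphid library. In CPM, these 3 sequences were 1693-fold, 115-fold and 7.45-fold more abundant in the *Vat+* aphid library.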

In the *Vat^+^* aphid library, reads in the 26 nt size category showed very high abundance, with two reads accounting for ≥100,000 counts each, comprising 45% of that size category, thereby making this size category the most prominent in the *Vat^+^* aphid library (Figure 2A). In the 27 nt size category; a single read accounted for over 100,000 counts (12.5%), four reads contributed to counts in the range of 50,000–99,999 each (18%) and another four reads recorded counts in the range of 25,000–49,999 each (8%) (Figure 2A). 

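The 27 nt sequences with 10 or more counts held 1560472 counts. The single sequence above 100000 counts, AGTCGTGCGTCGGGCTCCGCGGTGAAG, had 191709 counts (12.3%, 95% CI 12.2–12.3%) in the *Vat+* aphid library and 155 in the *Vat-* aphid library. The 4 sequences of 50000–99999 counts held 17.8%, and the 4 of 25000–49999 counts held 7.90%. The most abundant of the former, GTCGTGCGTCGGGCTCCGCGGTGAAGC, had 85742 counts in the *Vat+* aphid library and 84 in the *Vat-* aphid library, and the next had 75862 and 71. The leading 27 nt sequence is the leading 26 nt sequence with 1 more base at its 5′ end. Sequences of any length that end in the last 18 nt of the leading 26 nt sequence had 1639954 counts in the *Vat+* aphid library, of which 732122 were 23 nt, 461101 were 26 nt and 199288 were 27 nt long. In the *Vat-* aphid library they had 1344590 counts, of which 682412 were 19 nt and 532309 were 23 nt long.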

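In the *Vat-* aphid library, 22 nt sequences with 10 or more counts held 6099787 counts. The 7 sequences of 100000 or more counts held 47.4% of these (95% CI 47.3–47.4%), and the 8 of 50000–99999 counts held 9.66%. TGGAATGTAAAGAAGTATGGAG led with 1189575 counts in the *Vat-* aphid library and 161884 in the *Vat+* aphid library, a 2.83-fold difference in CPM. TGGACGGAGAACTGATAAGGGC had 724365 counts in the *Vat-* aphid library and 29313 in the *Vat+* aphid library, and was 9.51-fold lower in CPM in the latter. CGTCGTCGCGCTCGTCGGCCGT had 324757 and 9315 counts, 13.4-fold lower in the *Vat+* aphid library.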

The *Vat^−^* aphid library showed a bias towards 22 nt sequences (Figure 1); based on the count distribution seven reads recorded counts of ≥100,000 each (48%) and eight reads contributed to counts in the range of 50,000–99,999 each (10%) (Figure 2B). The 23 nt size category in the *Vat^−^* aphid library was represented by six reads with counts ≥100,000 each (50%), one read in the 50,000–99,999 count category (2.3%), and seven reads in the 25,000–49,999 count category (6.7%). 

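The 23 nt sequences with 10 or more counts held 4135815 counts in the *Vat-* aphid library. Of these, 48.7% (95% CI 48.7–48.8%) fell to the 6 sequences of 100000 or more counts, 2.27% to the 1 of 50000–99999 and 6.59% to the 7 of 25000–49999. GTCCACGGCGGTCGTCGGGCGCG had 550949 counts in the *Vat-* aphid library and 23017 in the *Vat+* aphid library. GTGCGTCGGGCTCCGCGGTGAAG, which lies at the 3′ end of the leading 26 nt sequence of the *Vat+* aphid library, had 492086 counts in the *Vat-* aphid library and 716556 in the *Vat+* aphid library, where it was 3.78-fold more abundant in CPM. AGAAGATTCTGTTAGACCTAAAC had 485737 counts in the *Vat-* aphid library and 1869 in the *Vat+* aphid library, 100.0-fold fewer in CPM.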

The number of reads in each count category for both the libraries is listed in File S2. Thus, it is evident that the *Vat^−^* aphid library is abundant in 22 nt sequences and the *Vat^+^* library is enriched in longer sRNA sequences of 26–27 nt.

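As a class, 22–23 nt inserts held 52.1% of the adapter-trimmed counts of the *Vat-* aphid library and 21.8% of those of the *Vat+* aphid library. The paper reaches this statement from the length distribution of Figure 1 and the count categories of Figure 2.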

**Figure 1:**
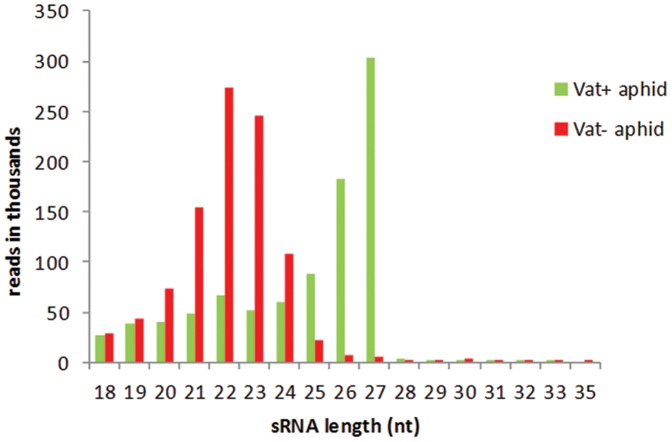
Size distribution of sRNA sequences in *Vat^+^* and *Vat^−^* aphid libraries.

**Figure 2:**
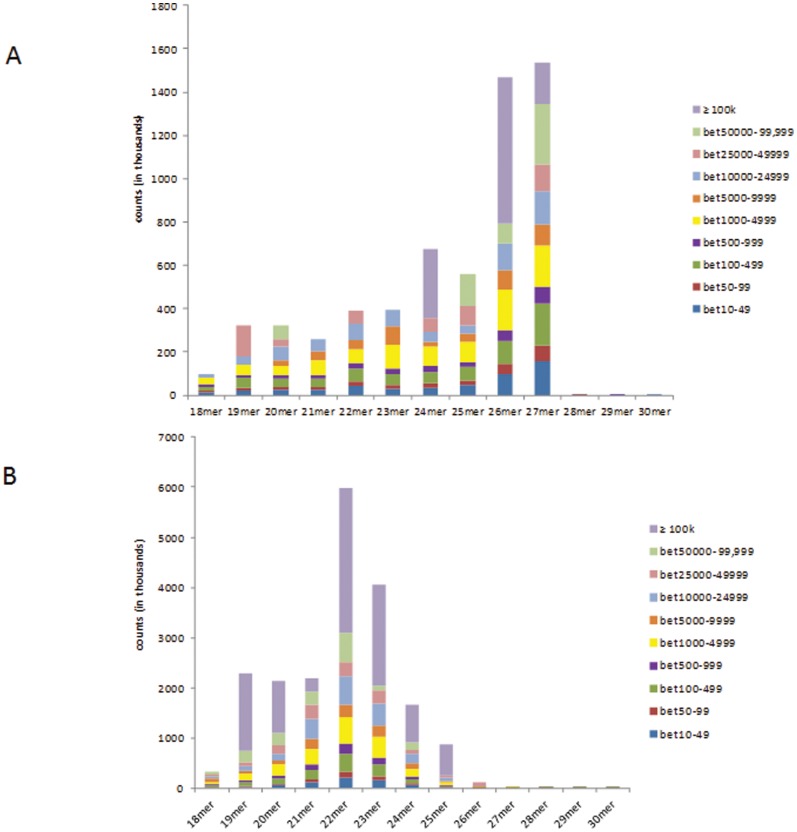
Sequence abundance complexity in the *Vat^+^* and *Vat^−^* aphid libraries in the 18–30 nt size range. (A) *Vat^+^* aphid library (B) *Vat^−^* aphid library.

**Table 1:** Aphid sRNA library statistics.

	*Vat^+^* aphid library	*Vat^−^* aphid library
Raw reads	2520036	1211182
Adaptors removed	918621	974781
rRNA/tRNA matches removed	32668	45898
Match to miRNAs (miRBase)	545	1073
Match to miRNAs from *A.pisum*	170	336
Match to *A. gossypii* EST	4837	2206
Match to *A. pisum* genome	12618	17159
Match to *M. persicae* EST sequences	7256	4049

### Identification of conserved miRNA in aphid libraries

Conserved *A. gossypii* miRNAs were identified by searching the sub-set of sRNAs, designated as distinct reads, against the repository of animal miRNAs in miRBase (Release 18, http://www.mirbase.org/). 

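The authors' list of miRBase matches held 548 sequences with 282702 counts for the *Vat+* aphid library and 1073 sequences with 2629587 counts for the *Vat-* aphid library. These counts were 3.49% and 12.5% of the adapter-trimmed counts. The lowest count in either list was 10, and 38 and 54 of the sequences had been matched on the reverse strand. The listed count equalled the count obtained by trimming for 427 sequences (77.9%) of the *Vat+* aphid library and 1005 (93.7%) of the *Vat-* aphid library. Both lists shared 362 sequences, of which 38 (10.5%) stood under different miRNA names in the 2 lists. These 38 held 14.2% of the shared-sequence counts in the *Vat+* aphid library and 30.8% in the *Vat-* aphid library. The most abundant of them was the second 22 nt sequence of the *Vat-* aphid library, which was listed as miR-184 for that library and as miR-184a for the *Vat+* aphid library.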

During homology searches, two mismatches were allowed, and 81 miRNA sequences belonging to 56 miRNA families were identified (Table 2) from both libraries combined. As observed from the size distribution counts, the number of 22 nt sequences was noticeably lower in the *Vat^+^* aphid library, which was reflected by the number of miRNA sequences identified in that library. In comparison, to the 77 miRNA sequences identified in the *Vat^−^* aphid library, only 69 miRNA sequences were reported from the *Vat^+^* aphid library (Table 2). 

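The 81 entries of Table 2 hold 79 different sequences, which were counted by exact match. With 10 or more counts, 51 entries were present in the *Vat+* aphid library and 77 in the *Vat-* aphid library. At least 1 count was found for 65 and 79 entries. When sequences of the same length with 1 mismatch were added, 69 entries in the *Vat+* aphid library and 77 in the *Vat-* aphid library reached 10 counts. With the *Vat-* aphid library thinned at random to the adapter-trimmed counts of the *Vat+* aphid library, 58 of its entries kept 10 or more counts, against the 51 of the *Vat+* aphid library.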

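Table 2 lists 15 entries at 0 in the *Vat+* aphid library. The exact sequences of 12 of these had at least 1 count there, and 4 had 10 or more. miR-100 had 2 counts in the *Vat+* aphid library and 11 in the *Vat-* aphid library, a ratio of *Vat+* over *Vat-* in CPM of 0.473 (95% CI 0.0509–2.17) by exact sequence. By its first 18 nt miR-100 had 12 and 101 counts, a ratio of 0.309. miR-137 had 4 and 38 counts, miR-307 had 2 and 39, and miR-3042 had 2 and 38. Their ratios were 0.274 (95% CI 0.0709–0.760), 0.133 (0.0156–0.515) and 0.137 (0.0160–0.529). miR-316 had 4 and 665 counts and was 64.0-fold lower in the *Vat+* aphid library, and 22.3-fold by its first 18 nt. miR-3041 had 0 and 28 counts and was at least 3.59-fold lower.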

Several miRNA families including miR-100, miR-137, miR-307, miR-316, miR-3041 and miR-3042 were absent in *Vat^+^* aphid library. 

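In Table 2, miR-133a carries the same sequence as miR-133, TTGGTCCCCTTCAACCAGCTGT, which had 90 counts in the *Vat+* aphid library and 130 in the *Vat-* aphid library. In CPM it was 1.80-fold higher in the *Vat+* aphid library (95% CI 1.36–2.37), and over all counts of each library the ratio was 0.891. The deposited list names this sequence miR-133a for the *Vat+* aphid library and miR-133 for the *Vat-* aphid library. The miR-87b sequence had 11 counts in the *Vat+* aphid library and 33 in the *Vat-* aphid library, where the list names it miR-87, a ratio of 0.866 (95% CI 0.395–1.76). miR-1357 had 19 and 2 counts, a ratio of 24.7 (95% CI 5.96–219). miR-29b had 10 and 0 counts and was at least 8.66-fold higher in the *Vat+* aphid library, but its sequence is the first 20 nt of the miR-29 sequence. By the first 18 nt, which both share, the counts were 15 and 34 and the ratio 1.15. Counted in this way the ratio of miR-1357 was 4.28 and that of miR-87b 0.190.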

Certain miRNAs like miR-133a, miR-1357, miR-29b and miR-87b were not found in *Vat^−^* aphid library. Interestingly, some miRNA families (miR-10, miR-184, miR-2, miR-276, miR-87, miR-9 and let-7) were represented by fewer members in the *Vat^+^* aphid library, whereas in *Vat^−^* aphid library these families were strongly represented by more members. 

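These 7 families comprise 22 entries of Table 2, of which 12 in the *Vat+* aphid library and 21 in the *Vat-* aphid library had 10 or more counts of the exact sequence. Fewer members reached 10 counts in the *Vat+* aphid library in 5 of the families. The numbers were 2 and 4 of 4 members for miR-10, 0 and 3 of 3 for miR-184, 2 and 4 of 5 for miR-2, 2 and 3 of 3 for miR-87, and 1 and 2 of 2 for miR-9. Both members of miR-276 and all 3 of let-7 reached 10 counts in both libraries. With at least 1 count, 16 members were present in the *Vat+* aphid library and 22 in the *Vat-* aphid library.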

The abundance of these miRNA sequences in each library is reported in ‘transcripts per million’ (TPM). The TPM profile represents a measure of miRNA expression levels [20], and the results show different patterns of accumulation for the conserved miRNAs between the two libraries (Table 2). A general trend towards lower miRNA accumulation was observed in *Vat^+^* aphid library. However, some miRNA families like miR-1357, miR-1692, miR-184, miR-310, miR-996 and miR-998 showed enhanced accumulation in *Vat^−^* aphid library, as suggested by the library counts (Table 2). 

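Of the 80 entries of Table 2 with 10 or more counts of the exact sequence in at least 1 library, 62 were lower in CPM in the *Vat+* aphid library. The difference exceeded the counting interval for 51 of the lower entries and for 16 of the 18 higher ones. Divided by the 18–24 nt counts, 54 of the 80 entries were lower in the *Vat+* aphid library, and over all counts of each library 69 were. The median log2 ratio of *Vat+* over *Vat-* was −1.85 for 78 different sequences of the table. Lists of as many other 18–30 nt sequences with the same mean abundance, drawn at random 10000 times, had a median of −0.95, and the miRNA list lay at the 6.2 percentile of these. When the lists were drawn from 20–24 nt sequences, their median was −2.61 and the miRNA list lay at the 97.1 percentile. The largest decreases among the 55 conserved and aphid-specific entries with 10 or more counts in both libraries were 64.2-fold for miR-71c, 25.3-fold for miR-10c, 24.4-fold for miR-252b, 17.4-fold for miR-750 and 13.2-fold for miR3049. The largest increases were 22.1-fold for miR-2a-1b (95% CI 12.7–41.6), 8.60-fold for miR-310, 6.68-fold for miR-228, 4.62-fold for miR-9 and 3.59-fold for miR-1692. Several of these folds depend on the way of counting. With all sequences that begin with the first 18 nt summed, miR-2a-1b was 1.92-fold higher, miR3049 2.52-fold lower and miR-71c 26.3-fold lower in the *Vat+* aphid library, and miR-9 was lower there (ratio 0.332), as was miR-310. With 1 mismatch allowed miR-228 was 1.77-fold higher, and by the names of the deposited lists miR-10c was 2.05-fold lower.

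**Figure D2:**
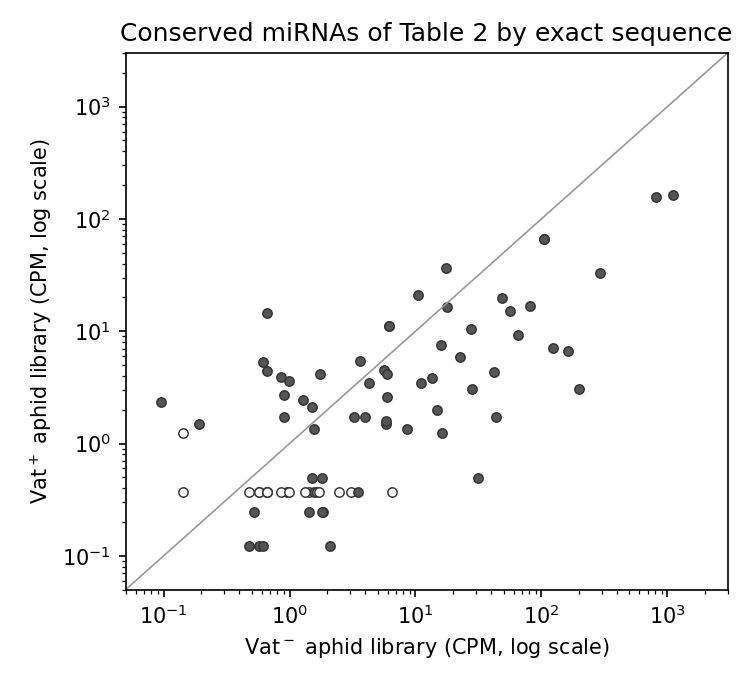
Abundance of each Table 2 entry in CPM, on log scales, in the *Vat-* aphid library (horizontal) and the *Vat+* aphid library (vertical); the line marks equal abundance, and open circles stand at the limit of 3 counts in a library with a count of 0. Of the 80 entries with 10 or more counts in either library, 62 lie below the line by their counts.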

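The exact sequence of miR-1692 had 29 counts in the *Vat+* aphid library and 21 in the *Vat-* aphid library, and miR-996 had 22 and 19. The ratio of *Vat+* over *Vat-* in CPM was 3.59 (95% CI 1.98–6.62) for the former and 3.01 (95% CI 1.55–5.88) for the latter. miR-310 had 43 and 13 counts, with an interval of 4.54–17.4 on its ratio. Its sequence is the first 20 nt of the miR-92 sequence, and all sequences that share its first 18 nt gave a ratio of 0.635. miR-998 had 14 and 19 counts, a ratio of 1.91 (95% CI 0.888–4.03), and by its first 18 nt 515 and 3074 counts, a ratio of 0.435. miR-184 had 0 and 12 counts of the exact sequence, at least 1.54-fold lower in the *Vat+* aphid library by the limit of 3 counts. The exact upper limit of its ratio was 0.935. Under the name miR-184 the deposited lists hold 10904 counts for the *Vat+* aphid library and 916378 for the *Vat-* aphid library, 32.3-fold fewer in CPM in the *Vat+* aphid library. The most abundant sequence under that name in the *Vat-* aphid library, TGGACGGAGAACTGATAAGGGC, is listed as miR-184a for the *Vat+* aphid library and itself differed 9.51-fold. Of these 6 miRNAs, miR-1357 showed the highest ratio by exact sequence.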

Library counts have been useful to survey expression profiles for further investigation [10], [21]. In addition to conserved miRNA sequences, miRNA* sequences were also identified for miR-276 and miR-1 from both the libraries.

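The sequence given for miR-276 in Table 2, AGCGAGGTATAGAGTTCCTACG, had 35 counts in the *Vat+* aphid library and 883 in the *Vat-* aphid library, 9.71-fold lower in CPM in the *Vat+* aphid library (ratio 0.103, 95% CI 0.0713–0.144). Under this name the deposited lists hold 186 and 40893 counts, 84.6-fold fewer in CPM in the *Vat+* aphid library, but the most abundant of these sequences is named miR-276a in the list of the *Vat+* aphid library. The sequence given for miR-1-2-as, TCCACACTTCTTTACATTCCA, had no exact match among the trimmed sequences of either library. By its first 18 nt and with 1 mismatch it also had 0 counts in both. Under the name miR-1-2-as the deposited lists hold 1118 counts for the *Vat+* aphid library and 5582 for the *Vat-* aphid library, 1.92-fold fewer in CPM in the *Vat+* aphid library. The reverse complement of miR-1-2-as differs at 1 base from the start of the most abundant sequence listed as miR-1. As the lists include matches on the reverse strand, these counts need not be of the miRNA* sequence.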

**Table 2:** Conserved miRNA counts in TPM^a^.

miRNA	Sequence	*Vat^+^* aphid library	*Vat^−^* aphid library
miR-1	AAATGTAAAGAAGTATGGAG	219138	373212
miR-1-2-as	TCCACACTTCTTTACATTCCA	77	95
miR-10	CAAATTCGGTTCTAGAGAGGTTT	14220	21167
miR-10a	GACCCTGTAGATCCGAATTTGTA	1067	72241
miR-10b	TACCCTGTAGACCCGAATTTGT	0	21
miR-10c	CACCCTGTAGATCCGAATTTGT	1073	5395
miR-100	GACCCGTAGATCCGAACTTGTGT	0	90
miR-124	TAAGGCACGCGGTGAATGCCATT	150	710
miR-13	TATCACAGCCGTTTTTGACAATT	307	3027
miR-133	TTGGTCCCCTTCAACCAGCTGT	0	145
miR-133a	TTGGTCCCCTTCAACCAGCTGT	98	0
miR-1357	ATTATGAGATCTGAGGGCA	21	0
miR-137	TATTGCTTGAGAATACACGTAG	0	55
miR-14	TCAGTCTTTTTCTCTCTCCTAT	144	445
miR-1692	CGTAGCTCAGATGGTAGAG	32	22
miR-182	CTTGGCACTGGAAGAATTCACAG	31	241
miR-183	AATGGCACTGAAAGAATTCACGG	1485	18035
miR-184	AGGACGGAGAACTGATAAAGGC	45622	271424
miR-184a	AGACGGAGAACTGATAAGGGC	34155	721
miR-184b	TGGACGGAGAACTGAAAGGGC	23596	158
miR-190	AGATATGTTTGATATTCTTGGTTG	59	210
miR-2a	GATCACAGCCAGCTTTGATGAGC	1009	1375
miR-2a-1a	CACAGCCAGCTTTGATGAGCA	2381	13849
miR-2a-1b	TATCACAGCCAGCTTTGTATGAGCG	978	1580
miR-2b	TCACAGCCAGCCTTGATGAGCA	101	13
miR-2c	TATCACAGCCAGCTTTGATGAGT	0	69
miR-200	CAATACTGTCAGGTAATGATGT	0	83
miR-210	CTTGTGCGTGTGACAGCGGCTAT	225	1402
miR-228	AATGGCACTAAAAGAATTCACGGG	13192	23062
miR-2138	AAGGGAACGGGCTTGGCAGAAT	229	1644
miR-236	TAATACTGTCAGGTAATGATGT	168	905
miR-252	CTAAGTACTAGTGCCGCGGGAG	303	1455
api-miR-252b	CTAAGTAGTAGCGCCAACGGTGA	1839	38118
miR-263a	AATGGCACTGAAAGAATTCAC	23	39
miR-263b	CTTGGCACTGGAAGAATTCACAGA	324	418
miR-275	ACAGGTACCTGAAGTAGCGCGT	420	16485
miR-276	AGCGAGGTATAGAGTTCCTACG	4743	42621
miR-276a	AGGAACTTCATACCGTGCTCT	4465	6790
miR-277	TAAATGCACTATCTGGTACGACA	64	1047
miR-278	TCGGTGGGACTTTCGTTCGTTT	145	768
miR-279	TGACTAGATCCACACTCATCC	85	405
api-mir-2796	GTAGGCCGGCGGAAACTACTAG	34	361
miR-29	TAGCACCATTTGAAACCAGTAT	0	23
miR-29b	TAGCACCATTTGAAACCAGT	11	0
miR-310	TATTGCACATGTCCCGGCCA	47	13
miR-34	TGGCAGTGTGATTAGCTGGTTGT	223	858
miR-305	ATTGTACTTCATCAGGTGCTCT	310	829
api-miR306	TCAGGTACCAAGTGATTTCTGA	1664	28783
miR-307	CCACAACCTCCTTGAGTGAGCGA	0	40
miR-315	TTTTGATTGTTGCTCAGAAAGCC	496	3811
miR-316	TGTCTTTTTCCGCTTTGCTGCCG	0	774
miR-317	GGAACACAGCTGGTGGTATCTCA	627	3112
miR-375	TTTGTTCGTTCGGCTCGAGTC	2220	6045
api-mir-3041	GTAAAGCTTTGATGACGGGATA	0	988
mir-3042	GAGGGCAGATTATTTCTGATAC	0	39
api-miR3049	TCGGGAAGGCAGCTGCGGCGGACT	27	1236
api-mir-3050	TGAGATCTTGATAAACTCGC	949	7143
miR-7	TGGAAGACTAGTGATTTTGTTGT	254	681
miR-71	TGAAAGACATGGGTAGTGAGAA	125	11331
miR-71c	TGAAAGACATGGGTAGTGAGAT	0	4279
miR-750	CCAGATCTAACTCTTCCAGCTGA	63	3276
miR-8	AATACTGTCAGGTAATGATGTC	170	2647
miR-87	ATGAGCAAAGTTTCAGGTGTGC	1181	21711
miR-87a	GTGAGCAAAGTTTCAGGCTTGT	15	802
miR-87b	GTGAGCAAAGTTTCAGGCGT	12	0
miR-9	TCTTTGGTTATCTAGCTGTA	329	2348
miR-9-2	CCTTTGGTTATCTAGCTGTATGA	0	22
miR-92	TATTGCACATGTCCCGGCCAAT	0	3287
miR-92a	GATTGCACATGTCCCGGCCAAT	75	259
miR-92b	GATTGCACTTGACCCAGCCTGC	124	100
miR-92c	TATTGCACATGTCCCGGCCAAT	587	2269
miR-927	TTTAGAATTCCTACGCTTTACC	37	128
miR-993	CAAGCTCGTCTCTACAGGTATCT	658	6387
miR-996	TGACTAGAGTTACACTCGTCA	24	20
miR-998	TAGCACCATGGAATTCAGCT	502	40
miR-1000	ATATTGTCCTGTCACAGCAGTA	13	125
miR-iab-4-5p	ACGTATACTAAATGTATCCTGA	15	85
bmo-bantam	TGAGATCATTGTGAAAGCTAACT	301	3974
let-7	TGAGGTAGTTGGTTGTATAGA	1943	4652
let-7d	TGAGGTAGTTGGTTGTATAGTA	147	1338
let-7e	TGAGGTAGTTGGTTGTATAGTT	0	126

a Transcripts per million.

Twelve aphid-specific miRNAs were identified in the aphid libraries (Table 3). Till date, aphid miRNAs have been reported only from *A. pisum* [9]. 

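With 10 or more counts of the exact sequence, 8 of the 12 aphid-specific miRNAs of Table 3 were found in the *Vat+* aphid library and 11 in the *Vat-* aphid library. With the *Vat-* aphid library thinned to the adapter-trimmed counts of the *Vat+* aphid library, 8 were found in each. In CPM, 10 of the 12 were lower in the *Vat+* aphid library, 6 of them by more than the counting interval, and 1 was higher beyond it. The latter, Ap-miR-X26, had 73 counts in the *Vat+* aphid library and 0 in the *Vat-* aphid library. It was at least 63.2-fold higher in the former by the limit of 3 counts, and the exact lower limit was 50.1-fold. Its sequence is 26 nt long, and inserts of this length as a class were also more abundant there. They held 21.6% of the counts in the *Vat+* aphid library and 0.637% in the *Vat-* aphid library. Ap-miR-X59 had 86 and 1659 counts and was 7.42-fold lower in the *Vat+* aphid library. Ap-miR-X25, the most abundant in the *Vat+* aphid library, had 235 and 646 counts, a ratio of 0.945 (95% CI 0.811–1.10), and by its first 18 nt 943 and 869 counts, 2.82-fold higher in the *Vat+* aphid library. The first 18 nt of Ap-miR-X26 had 168 and 10 counts.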

The TPM profile revealed that eight out of the twelve aphid- specific miRNAs were expressed in *Vat^+^* aphid library (Table 3). 

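The exact sequence of Ap-miR-X15 had 1 count in the *Vat+* aphid library and 19 in the *Vat-* aphid library, a ratio of *Vat+* over *Vat-* in CPM of 0.137 (95% CI 0.00329–0.860). Ap-miR-X43 had 5 and 106 counts, a ratio of 0.123 (95% CI 0.0390–0.295). For Ap-miR-X71 the counts were 1 and 10, a ratio of 0.260 (95% CI 0.00599–1.83), so that no difference was detectable. Ap-miR-X81, whose sequence is that of Ap-miR-X15 without its first base, had 0 and 11 counts, at least 1.41-fold lower in the *Vat+* aphid library by the limit of 3 counts, but the exact interval of the ratio reached 1.04, so that no difference was detectable by the latter. Counted by their first 18 nt, these 4 had 4, 15, 3 and 3 counts in the *Vat+* aphid library and 72, 150, 22 and 62 in the *Vat-* aphid library.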

Ap-miR-X15, Ap-miR-X43, Ap-miR-X71, and Ap-miR-X81 were not reported from the *Vat^+^* aphid library (Table 3).

**Table 3:** Aphid-specific miRNA counts in TPM^a^.

miRNA	Sequence	*Vat^+^* aphid library	*Vat^−^* aphid library
Ap-miR-X12	CTTGGTAACACATACGTCTTTAG	13	142
Ap-miR-X15	CCGGACATTGTAAGAACGGCCC	0	45
Ap-miR-X25	TCTTTGGGATTTAATAGAGCCGGT	391	957
Ap-miR-X26	TGTGACTGTACTTTTCATGGATGGGA	102	10
Ap-miR-X31	CCAGTCTTGCATTTATTCCACT	171	605
Ap-miR-X36	TGTTAGTATAACTCTTAGTAAC	15	45
Ap-miR-X43	TGGGGTTTCAATAGGCATTTACC	0	139
Ap-miR-X47	CAGCCGGTGGTGACTGTTTCCATA	19	138
Ap-miR-X57	CAAAACATTCAAAATTCCCTGC	17	78
Ap-miR-X59	TGGTAACTCCAAACCATTGCCGG	94	1906
Ap-miR-X71	CCACGGTTGAACAAGGTACCATA	0	10
Ap-miR-X81	CGGACATTGTAAGAACGGCCC	0	32

a Transcripts per million.

### Identification of novel *A. gossypii* miRNAs

Sequences in both the libraries were analyzed for the presence of novel *A. gossypii* miRNAs. *A. gossypii* EST sequences (http://www.aphidbase.com/aphidbase/downloads) and the genome sequence of *A. pisum* (http://www.aphidbase.com/aphidbase/downloads) were used by the miRDeep algorithm to map the precursor sequences in order to identify novel miRNAs. The miRDeep algorithm uses the probabilistic model of the miRNA biogenesis to score the compatibility and the position of the sequence sRNA to the secondary structure of the miRNA precursor [22]. Because animal miRNAs have a small precursor length, 100 bp regions were folded into stem-loop structures to identify the putative novel miRNA sequences (Figure 3). 

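The deposited miRDeep predictions held 4 blocks for the *Vat+* aphid library, with scores of 1.3 to 1.6, and 8 for the *Vat-* aphid library, with scores of 1 to 1953.1. A score under 2 was given to 4 of the former and 6 of the latter, and the others, 1492.3 and 1953.1, belong to Ago-miR-C4 and Ago-miR-C5. The exact mature sequence of Ago-miR-C1, GTCCACGGCGGTCGTCGAGCGC, had 170 counts in the *Vat+* aphid library and 60 in the *Vat-* aphid library. Ago-miR-C2 had 30 and 1 counts, Ago-miR-C3 had 10 and 0, Ago-miR-C4 had 2 and 60, Ago-miR-C6 had 2 and 20, Ago-miR-C7 had 2 and 13, Ago-miR-C8 had 1 and 30, and Ago-miR-C9 had 1 and 0. Ago-miR-C5 as printed in Table 4 had 0 counts in both libraries. The mature sequence that the predictions give for its precursor, AAATTCGGTTCTAGAGAGGTTTG, had 409 counts in the *Vat+* aphid library and 3678 in the *Vat-* aphid library. The same precursor begins with TACCCTGTAGATCCGAATTTGT, which had 8522 and 60912 counts and which both deposited match lists name miR-10a. The sequence of Ago-miR-C3 begins with that of Ago-miR-C1. For 6 of the 9, a sequence of the same length with 1 mismatch had at least 10 times the counts. With positions counted from 1 at the 5′ end of the candidate and its base first, these differences were A18G for Ago-miR-C1 and Ago-miR-C3, A22G for Ago-miR-C2, A6G for Ago-miR-C6, and A21G for Ago-miR-C8 and Ago-miR-C9. The sequence with A18G had 27765 counts in the *Vat+* aphid library and 240847 in the *Vat-* aphid library at the length of Ago-miR-C1.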

Nine candidate novel miRNAs were identified from *A. gossypii* (Table 4). Stem-loop quantitative real-time PCR (qPCR) was performed to validate the expression of these candidate novel miRNAs. Seven out the nine yielded PCR products that could be detected (Figure 4). Ago-miR-C1, Ago-miR-C2 and Ago-miR-C4 were significantly (p≤0.05) up-regulated in *Vat^+^* aphid library. Ago-miR-C3 was also up-regulated, with a p-value of 0.051 that was just below the significance threshold. Ago-miR-C7 was the only novel miRNA in the *Vat^+^* aphid library to show significant down-regulation (p≤0.001).

**Figure 3:**
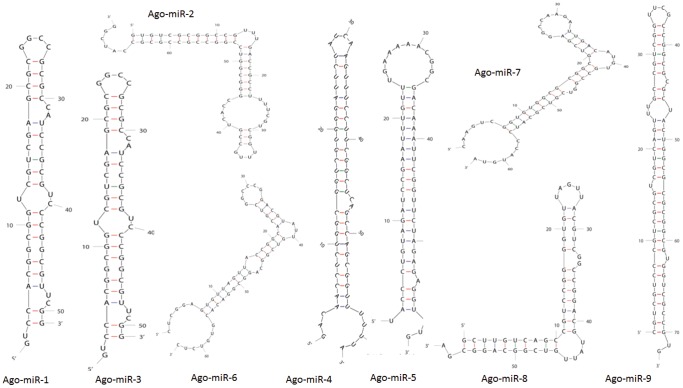
Predicted secondary structure of pre-miRNA transcripts of novel miRNAs identified in *A. gossypii*.

**Figure 4:**
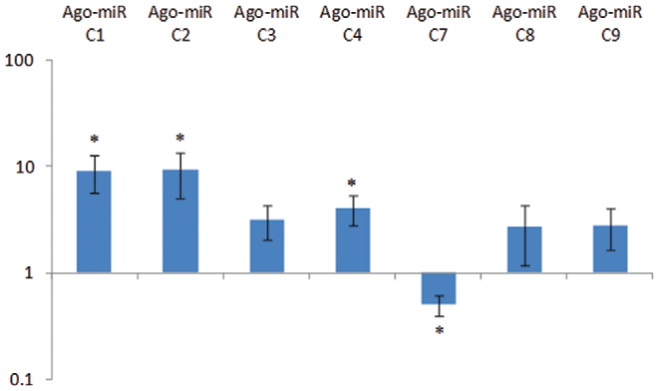
Expression profile of the candidate novel miRNAs in *A. gossypii* during a resistant interaction. Mature miRNA expression level was estimated by quantitative real time PCR using RNA isolated from aphids feeding on a *Vat^+^* and *Vat^−^* plants for 48 h. The expression levels were normalized using eF1α as an internal reference gene. The fold changes were calculated using Pfaffl's method and represents change in the expression level of miRNA relative to aphid on *Vat^−^* plant as control. Data are averages of seven independent replicates ± standard error of mean. Significance between *Vat^+^* and *Vat^−^* aphid was determined by student's t-test, and is represented by * (p≤0.05).

**Table 4:** Novel miRNA sequences.

miRNA	Mature miRNA sequence	Precursor miRNA sequence
ago-miR-C1	GUCCACGGCGGUCGUCGAGCGC	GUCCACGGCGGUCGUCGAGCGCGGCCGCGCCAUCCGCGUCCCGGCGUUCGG
ago-miR-C2	GGGCGGUCCGGCCGCCGCGCCAUCGG	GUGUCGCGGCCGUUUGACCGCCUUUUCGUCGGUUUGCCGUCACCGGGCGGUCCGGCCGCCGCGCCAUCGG
ago-miR-C3	GUCCACGGCGGUCGUCGAGCGCGGC	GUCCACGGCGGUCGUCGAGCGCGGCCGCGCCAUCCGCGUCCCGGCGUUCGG
ago-miR-C4	ACAACCUCUGGCGGUCGUGGGA	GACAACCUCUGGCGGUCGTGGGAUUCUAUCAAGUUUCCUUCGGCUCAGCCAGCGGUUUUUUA
ago-miR-C5	AAAUUCGGUUCUAGAGAGGUUUGUG	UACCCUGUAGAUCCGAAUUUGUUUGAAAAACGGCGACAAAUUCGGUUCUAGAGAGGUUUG
ago-miR-C6	CUCGGAGUGUUAGUUACCGGC	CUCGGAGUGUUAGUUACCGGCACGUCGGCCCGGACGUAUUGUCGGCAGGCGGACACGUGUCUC
ago-miR-C7	CAAGUC GGUGUGGCG CGGCGU	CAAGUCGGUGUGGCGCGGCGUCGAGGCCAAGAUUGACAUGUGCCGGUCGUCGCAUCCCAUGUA
ago-miR-C8	GGACGUAUUGUCGGCAGGCGA	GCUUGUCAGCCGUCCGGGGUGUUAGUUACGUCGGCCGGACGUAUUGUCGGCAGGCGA
ago-miR-C9	CGUCGUCCCGUCGCGUCGUCAG	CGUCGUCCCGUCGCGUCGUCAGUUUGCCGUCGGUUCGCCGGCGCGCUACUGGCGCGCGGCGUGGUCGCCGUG

### Identification of plant miRNA families in the aphid libraries

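Plant miRNAs were counted as inserts of 18–24 nt that begin with the 5′ part printed in bold in the qPCR primers of File S9. miR156 had 2 counts in each library, miR157 had 1 in the *Vat+* aphid library and 5 in the *Vat-* aphid library, and miR2911 and miR2916 had 0 in both. A count of 0 here allows up to the limit of 3 counts given for each library. The deposited match lists hold 15 counts under miR156, 35 under miR2911 and 270 under miR2916 for the *Vat-* aphid library, and 0 for the *Vat+* aphid library, where sequences under 10 counts are not listed.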

Six plant miRNA families were identified from the aphid libraries; miR156/miR157, miR166, miR168, miR2911 and miR2916 (Table 5). All of these plant miRNAs were also present in melon sRNA libraries [23], [24]. Two of the six, miR166 and miR168, were identified in the *Vat^+^* aphid library. However, confirmatory experiments using stem-loop qPCR could detect only miR166, miR168 and miR2911 in both *Vat^+^* aphid and *Vat^−^* aphid tissues (data not shown). 

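By its 5′ part, miR166 had 2085 counts in the *Vat+* aphid library and 810 in the *Vat-* aphid library. In CPM this was 257 (95% CI 246–268) and 38.4 (95% CI 35.8–41.2), 6.69-fold higher in the *Vat+* aphid library (95% CI 6.17–7.26). miR168 had 40 and 34 counts, 3.06-fold higher in the *Vat+* aphid library (95% CI 1.89–4.98). Over all counts of each library the ratios were 3.31 and 1.51.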

The plant derived miR156/miR157 and miR2916 did not yield detectable amplification products. To further validate if sRNAs could be transferred to aphid tissue via phloem feeding, an *in-vitro* feeding assay was performed with 5′ [γ^-32^P]-ATP labeled synthetic double stranded (ds) 21 nt oligomers. The [γ^-32^P]-ATP labeled ds-21 nt was presented to the aphids over a four day period in a liquid diet composed of 0.5 M sucrose enclosed within two parafilm layers (Figure 5A). A disc of blotting paper placed at the bottom of the container was used to collect honeydew (excreta) droplets. After four days of feeding, phosphor-imaging detected strong signals on the discs in patterns that were consistent with the distribution of honeydew (Figure 5B). RNA extracted from both aphid tissues and honeydew eluted from the discs was separated by PAGE and exposed to X-ray film revealing the [γ^-32^P]-ATP labeled synthetic double stranded (ds) 21 nt oligomers in each sample (Figure 5C).

**Figure 5:**
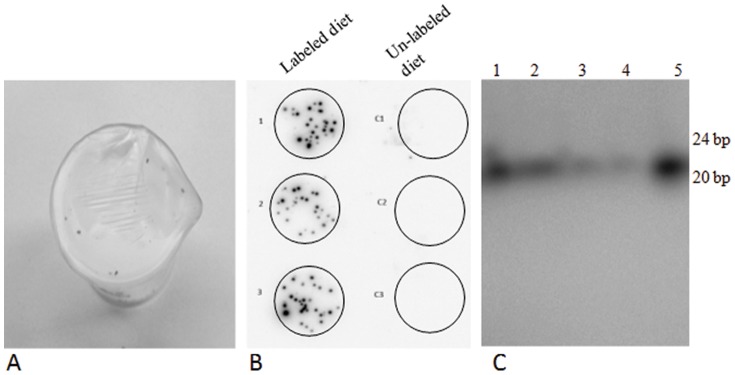
*In vitro* feeding assay with *A. gossypii*. A. Sachet feeding system. B. Honeydew droplets collected on a blotting sheet viewed by phosphor-imager C. 15% PAGE analysis of RNA and honeydew isolated from the aphids feeding on labeled diet and exposed to autoradiograph. Lane 1–2, Total RNA isolated from aphids; 3–4, honeydew elutions; 5, positive control ([γ^-32^P]-ATP labeled ds-21 nt).

**Table 5:** Plant miRNA families identified from aphid sRNA libraries.

Plant miRNA	*Vat^+^* aphid library*	*Vat^−^* aphid library*	Presence in phloem exudates
miR156/miR157	0	17	yes
miR166	2628	960	yes
miR168	48	38	yes
miR2911	0	40	unknown
miR2916	0	307	unknown

* counts in TPM (transcripts per million).

### Analysis of the longer (26–27 nt) sRNAs

The *Vat^+^* aphid library had a strong representation of the longer sRNA sequences (26–27 nt) (Figure 1). Remarkably, the accumulation of these 26–27 nt sequences was about 30 times higher in *Vat^+^* aphids in comparison to *Vat^−^* aphids. 

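The share of 26–27 nt inserts among the adapter-trimmed 18–30 nt counts was 63.1-fold higher in the *Vat+* aphid library than in the *Vat-* aphid library (95% CI 62.7–63.4). The ratio of the counts themselves was 24.3. Over all counts of each library, with or without the adapter, the ratio of the shares was 31.2, the lowest under any setting tried. Without the 10 most abundant sequences of each library it was 45.2.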

*In silico* experiments were performed to identify these longer sRNA sequences and to map their origin. Previous studies have shown well-characterized piRNA sequences tend to have lengths ranging between 26 and 30 bases and are often derived from repetitive elements or originate from transposons. In the absence of an assembled and annotated genome database for *A. gossypii*, homology-based searches for transposon-like origins for the subset of sRNA sequences with lengths greater than 26 nt was performed using the available transposon database of *A. pisum*. Results of homology searches from the *Vat^+^* aphid library revealed 942,169 reads out of the total 2,064,014 (46%) in 26–27 nt long read category that were mapped to transposons (data not shown). Similarly for *Vat^−^* aphid library, 51% of the reads in the 26–27 nt category originated from the transposable elements. Based on the *A. pisum* annotation, the putative repeat classes identified from the distinct sequences include Polintons, miniature inverted repeat-transposable elements (MITEs), Helitrons, terminal inverted repeats (TIRs), long terminal repeats (LTRs), long interspaces nuclear elements (LINEs), short inverted nuclear elements (SINEs) and a large diverse class of unclassified transposable elements (NoCats). 

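Base composition was taken over the distinct 26–27 nt sequences with 10 or more counts, 16996 in the *Vat+* aphid library and 420 in the *Vat-* aphid library. Adenosine made up 19.9% of their bases in the *Vat+* aphid library (95% CI 19.8–20.1%) and 9.89% in the *Vat-* aphid library (95% CI 9.34–10.5%). Guanosine made up 33.2% and 37.3%, and G and C together 55.8% and 73.8%. In the 22–23 nt sequences adenosine made up 15.9% in the *Vat+* aphid library and 22.5% in the *Vat-* aphid library. Weighted by counts, adenosine in the 26–27 nt sequences fell to 13.2% and 5.19%. Over all distinct 26–27 nt sequences, whatever their count, it was 24.2% and 17.0%. Bases of overlapping sequences are not independent, which the intervals do not take into account.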

An informal examination of the base composition of the sequences shows a depletion of adenosine nucleotides. A thorough exploration of the sequences using the DREME program [25] in the MEME motif finding software package (version 4.8.1) [26] discovered an overrepresentation of GC-rich motifs in both libraries with the top five motifs found in each library shown in Table 6. 

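Each motif of Table 6 was searched in the distinct 26–27 nt sequences with 10 or more counts and no undetermined base, 15967 in the *Vat+* aphid library and 385 in the *Vat-* aphid library, and in copies shuffled with their dinucleotides kept. No p-value was computed, as the sequences overlap one another. Only the sequenced strand was searched, so a motif present as its reverse complement was not counted. The leading 26 nt sequence of the *Vat+* aphid library holds the reverse complement of GACGCAC. Tallies at or under the shuffled ones therefore do not weigh against a motif that was sought on both strands. In the *Vat+* aphid library, 3 of the 5 motifs were found in more sequences than after shuffling. CTYCGGWC was present in 796 sequences against 33 shuffled ones and GGAGCCY in 489 against 43, while CTHYACC was present in 28 against 24. ACSGCC was present in 121 against 125, and GACGCAC in 10 against 14. For the *Vat-* aphid library this held for 4 of the 5 motifs. CGGKAGCC was present in 30 sequences against 0 shuffled ones, AYRCGTCC in 26 against 3, GWAGA in 24 against 7 and RCCGYGGA in 6 against 1, while CCGACD was present in 4 against 10.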

The longer sRNA sequences were also analyzed to determine if any of the sequences originated from the endosymbiont genome. Aphids accommodate the primary endosymbiont *Buchnera aphidicola* within specialized cells called bacteriocytes that contribute to the overall nutritional health of the aphid [27]. Homology searches allowing one mismatch with the *Buchnera* genome revealed 4.6% of the 26–27 nt sequences in the *Vat^+^* aphid library and 0.85% in the *Vat^−^* aphid library were of bacterial origin (data not shown).

**Table 6:** Overrepresented motifs in the piRNA (distinct) sequences of the *A. gossypii* libraries.

*Vat^+^* aphid library		*Vat^−^* aphid library	
Motif	P-value	Motif	P-value
GGAGCCY	6.4e-745	CCGACD	4.8e-531
GACGCAC	2.3e-346	RCCGYGGA	9.40e-305
CTHYACC	1.5e-345	GWAGA	1.10e-224
ACSGCC	1.9e-340	CGGKAGCC	4.50e-188
CTYCGGWC	1.40e-285	AYRCGTCC	2.10e-176

### Target prediction of miRNAs

*In silico* target prediction analysis was conducted to further understand the role of the different sRNA molecules identified in the aphid tissue. While several computational methods exist for predicting mRNA targets of metazoan miRNAs [28], [29], the PITA program was selected because the prediction is not based on target-site conservation, yet the program can detect species-specific miRNA targets [30]. As a control, the PITA program was used to compute miRNA targets in the well characterized *D. melanogaster* genome. All the sequences for the 304 miRNAs and 3′-UTRs from the *D. melanogaster* genome database [31], [32] were used for the control analysis. The *D. melanogaster* miRNA-target prediction results corroborated with the results from previous *D. melanogaster* miRNAs target studies (data not shown). A total of ∼2,600 targets were predicted for all the identified *A. gossypii* miRNAs, including the conserved and novel sequences (Table 7) using the *A. gossypii* Unigenes. Since a single miRNA can target more than one mRNA, the number of miRNA-target pairs was about 4,130 (Table 7). The PITA program predicted several isoforms and multiple UTRs as targets for particular miRNAs. After removing redundancy, the number of targets for *A. gossypii* conserved miRNAs identified from the *A. pisum* 3′ UTR sequences was approximately 4,500. Following similar analyses, 814 targets were predicted for the nine candidate novel miRNAs (File S5).

**Table 7:** Target prediction results for conserved and novel miRNAs from *A. gossypii* using a ΔΔG cut-off threshold of −10.0.

Database	Targets for conserved miRNA*		Targets for novel miRNA	
	microRNA targets	microRNAs -target pairs	microRNA targets	microRNAs -target pairs
*A. gossypii* (ESTs)	17,245	24,417	6,036	7,398
*A. gossypii* (Unigenes)	2,221	3,232	709	902
*A. gossypii* (Contigs)	959	1,398	252	312
*A. pisum* (3′-UTRs)	4,826	6,936	824	962
*M. persicae* (Contigs)	3,114	4,646	719	862

* Conserved miRNA includes the aphid-specific miRNAs.

The biological functions of the predicted targets of the *A. gossypii* miRNAs were analyzed using the currently available gene ontology (GO) annotations of the *A. pisum* genes. The *A. pisum* genome database contains 46,360 GO terms for 11,440 genes. Using protein homology information, GO terms associated with all the *A. gossypii* sequences with significant hits to the *A. pisum* proteome were extracted. Table 8 summarizes the homology and annotation results for all four sequence data sets used. Similar patterns of functional annotation were observed for all the four databases (File S3) used in target predictions of the *A. gossypii* miRNAs (File S6). The largest single group of the target genes (9.2% of the total annotated GO terms) identified was annotated to have functional roles in morphogenesis and anatomical structure determination (Figure 6). Genes belonging to signal transduction pathways (8.7%), cell differentiation (8.4%), and catabolic processes (6.6%) were also frequently identified as targets.

**Figure 6:**
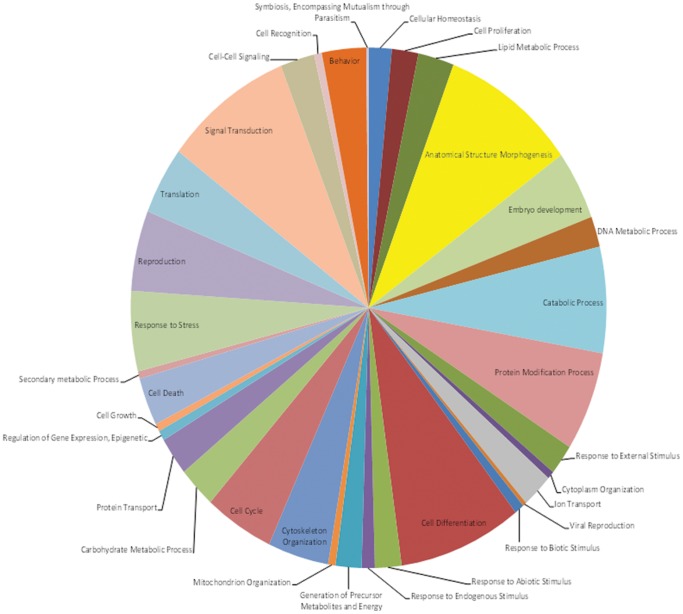
Functional categories of the PITA predicted target genes of the miRNAs identified from *A. gossypii* UniGenes by BLAST2GO analysis.

**Table 8:** Gene Ontology annotation of PITA predicted *A. gossypii* miRNA targets.

Database	BLAST Hits	GO Hits	Number of GO Terms
*A. gossypii* (ESTs)	53,118	33,606	171,559
*A. gossypii* (Unigenes)	5,978	3,594	18,836
*A. gossypii* (Contigs)	2,616	1,722	9,608
*M. persicae* (Contigs)	7,959	4,724	24,619

The RNAhybrid program [33] was also used to obtain a more conservative set of miRNA target predictions for *A. gossypii*. GO annotations for these datasets are provided in File S7. Between 38–43% of the *A. gossypii* mRNA targets were identified in both RNAhybrid and PITA predictions when searched against *A. gossypii* ESTs and unigenes and *A. pisum* genome. The number of overlapping targets increased to 46% when using the *M. persicae* EST database with both methods. These results reflected differences in the two prediction algorithms and their cut-off threshold values and metrics.

## Discussion

The regulatory role of sRNAs in biological processes such as development, metabolism and environmental stress responses has been well documented across different taxa. In recent years, the involvement of insect miRNAs has been studied in the context of the well-defined process of metamorphosis [34], [35], [36], [37]. However, there has been limited progress in understanding the roles of miRNAs and their target genes in insect-host interactions, particularly those interactions that involve genetic host plant resistance. Host plant resistance to aphids in melon is due to the presence of the *R*-gene *Vat*. Interesting phenotypic differences were observed in aphids during the resistance interaction [38]. When aphids are forced to survive on the resistant host plant they show reduced growth, retarded development and decreased reproduction as compared to aphids thriving on the susceptible host. This study examined the molecular mechanism of aphid responses to *R* gene-mediated host plant resistance by comparing two aphid sRNA libraries generated from *A. gossypii* feeding on *Vat^+^* (resistant) and *Vat^−^* (susceptible) melon plants.

An interesting feature of the two libraries was the different size distribution patterns found in aphids feeding on susceptible or resistant plants. The *Vat^−^* aphid library generated from aphids feeding on a susceptible host plant showed an unimodal distribution that was highly represented by 22–23 nt sequences of non-coding RNA that were identified as miRNAs (Table 2). Aphids feeding on resistant plants showed a bimodal size distribution pattern of sRNAs with additional enrichment of 26–27 nt sequences (Figure 1). Unimodal size distributions with miRNAs as the most abundant size class has been observed in German roach and *Aedes* mosquito [39], [40], whereas, bimodal size distribution with abundance peaks at 20–22 nt and 27–29 nt have been reported during different developmental stages in silkworm and brown planthopper and for blood fed female *Culex quinquefasciatus* [10], [37], [40]. A shift in size distribution from unimodal to bimodal occurred between two developmental phases in migratory locust [35]. In locusts, the 22 nt peak was identified as miRNAs and the peak of longer sRNAs was due to the presence of piRNA-like sequences. Wei and co-workers (2009) [35] concluded that 26–29 nt sRNAs are involved in the process of phase changes in locust, with the development of each form (gregarious and solitary phase) showing a distinct expression pattern of specific types of sRNA. Like locusts, aphids exhibit a high degree of phentoypic plasticity and can develop different forms (alate versus apterous and sexual versus asexual). The 22 nt peak in the aphid libraries have been confirmed as miRNAs (Table 2). In the absence of *A. gossypii* genome sequence the 26–27 nt category of longer sRNAs were mapped to the repeat elements from *A. pisum*. Mapping analysis revealed that 46% of the longer sRNA from *Vat^+^* aphid library originated from repeat elements in the genome and could be classified as piRNA-like elements. The abundance of piRNA-like sequences in the *Vat^+^* aphid library raises questions about their involvement in aphid responses to *Vat*-mediated resistance.

A detailed analysis of the miRNAs expressed in the two aphid libraries also showed differences in accumulation of miRNAs between the two libraries. 

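Summed over the different sequences of Table 2 by exact match, conserved miRNAs made up 708 CPM in the *Vat+* aphid library (95% CI 690–727) and 3473 in the *Vat-* aphid library (95% CI 3448–3498). The ratio of *Vat-* over *Vat+* was 4.90 (95% CI 4.77–5.04). By the names of the deposited match lists, the sums were 34358 and 123988 CPM, a ratio of 3.61. With all sequences that begin with the first 18 nt of an entry summed, the ratio was 1.81. Divided by the 18–24 nt counts, the exact sums gave 2.34 and the first-18-nt sums 0.862, which turns the direction. With only inserts of 18–24 nt summed as well, these were 2.39 and 1.05. The first 18 nt shared by miR-183 and miR-263a held 18052 of the 35543 counts by the first 18 nt in the *Vat+* aphid library. In the *Vat-* aphid library they held 33901 of 166774. Without them the ratios 1.81, 0.862 and 1.05 became 2.92, 1.40 and 1.47. With any other 1 of the first 18 nt left out, the lowest ratios were 1.60, 0.763 and 0.936, the last of which also turns the direction. The combinations of 18–24 nt counts with the first 18 nt and the values without 1 of these were chosen after seeing the data.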

The proportion of miRNAs in the *Vat^−^* aphids was approximately five times greater than the *Vat^+^* aphids (Figure 1). Aphids feeding on resistant *Vat^+^* plants lacked many of the miRNAs that were expressed in the *Vat^−^* aphids (Table 2). Differences in the accumulation pattern were also observed between both the libraries for most of the conserved miRNAs; the *Vat^+^* aphid library showed a general trend towards reduced accumulation of miRNAs (Table 2). Similar variability was also observed for aphid-specific miRNAs between the *Vat^+^* and *Vat^−^* aphid libraries, where four of the twelve families were not detected in *Vat^+^* aphids (Table 3). However, some miRNAs (miR-133a, miR-1357, miR-184a, miR-184b, miR-2b, miR-310, and miR-998) showed enhanced accumulation in the *Vat^+^* aphid library, indicating their potential role in the resistance interaction. 

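The Table 2 sequence of miR-184a, AGACGGAGAACTGATAAGGGC, had 0 counts in the *Vat+* aphid library and 30 in the *Vat-* aphid library, at least 3.85-fold lower in the *Vat+* aphid library. By name, the deposited lists hold 31132 counts of miR-184a for the *Vat+* aphid library and 672 for the *Vat-* aphid library, 120.4-fold more in CPM in the *Vat+* aphid library. Of the 31132 counts, 31036 belong to the sequence that the list of the *Vat-* aphid library names miR-184. miR-184b had 1 and 44 counts, a ratio of 0.0591 (95% CI 0.00146–0.347). miR-2b had 1 and 13 counts, a ratio of 0.200 (95% CI 0.00470–1.33), and by name the lists hold 93 and 13. The ratios of miR-133a, miR-1357 and miR-310 by exact sequence were above 1, and the interval of miR-998 included 1. By the first 18 nt the ratios of miR-310 and miR-998 were below 1. From the higher accumulation of these miRNAs in the *Vat+* aphid library, the paper proposes a potential role for them in the resistance interaction.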

Further evaluation is required to determine the importance of the differential expression of these miRNAs and their involvement in the resistance mechanism. The expression profile of the novel miRNAs also showed differences between the libraries. 

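In CPM, the exact sequence of Ago-miR-C1 was 7.36-fold higher in the *Vat+* aphid library (95% CI 5.46–10.1) and that of Ago-miR-C2 78.0-fold (95% CI 13.0–3181), or 11.8-fold by its first 18 nt. The sequence of Ago-miR-C2 is 26 nt long. All 26 nt inserts together held 21.6% of the counts in the *Vat+* aphid library and 0.637% in the *Vat-* aphid library. Ago-miR-C3 was at least 8.66-fold higher by the limit of 3 counts, and the exact lower limit was 5.83-fold. The predictions of each library give another mature sequence for Ago-miR-C1 and Ago-miR-C3. That from the *Vat+* aphid library had 325 counts there and 0 in the *Vat-* aphid library. That from the *Vat-* aphid library had 112 counts in the *Vat+* aphid library and 98 in its own, a ratio of 2.97 (95% CI 2.24–3.94). With sequences at 1 mismatch added, the ratio of Ago-miR-C1 was 0.303, because the far more abundant neighbour was then included. Ago-miR-C4 was 11.5-fold lower in the *Vat+* aphid library (ratio 0.0866, 95% CI 0.0103–0.327), and the mature sequence that the predictions give for it, GACAACCTCTGGCGGTCGTGGG, was 5.63-fold lower. By its first 18 nt Ago-miR-C4 had 41 and 140 counts, a ratio of 0.761. The ratio was 0.0866 (95% CI 0.00212–0.521) for Ago-miR-C8, 0.260 (95% CI 0.0295–1.07) for Ago-miR-C6 and 0.400 (95% CI 0.0438–1.77) for Ago-miR-C7. The predicted mature sequence of Ago-miR-C6 had 1 and 40 counts, a ratio of 0.0650 (95% CI 0.00161–0.383). Ago-miR-C5 and Ago-miR-C9 were at or under the limit of 3 counts in both libraries. Of their predicted mature sequences, the former was 3.46-fold lower in the *Vat+* aphid library and the latter had 5 and 11 counts, a ratio of 1.18 (95% CI 0.322–3.69).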

Quantitative PCR analysis detected most of the novel miRNAs identified in the *A. gossypii* libraries. The expression of Ago-miRC1, Ago-miRC2 and Ago-miRC4 were significantly up-regulated in the *Vat^+^* aphids (Figure 4); however, amplification products were not detected for Ago-miRC5 and Ago-miRC6, which could be the result of limited primer specificity.

The differential accumulation of miRNAs in the two libraries suggests that these non-coding RNAs play some role in regulating aphid developmental processes in the resistance interaction. Cross-genome conservation of gene targets often aids in identifying the functionality of miRNAs. The regulatory roles of conserved miRNAs have been investigated extensively in *D. melanogaster*, *C. elegans* and mouse. Several conserved miRNAs have experimentally validated roles; miR-1 is involved in muscle growth and cardiogenesis, miR-14 in fat metabolism, miR-9 in cellularization, miR-311/miR-312 in dorsal closure and miR-315 in wing development [41], [42], [43]. The most abundant miRNA expressed in *Vat^−^* aphid library was miR-1, and its enhanced expression could induce muscle development by down-regulating myostatin [44]. 

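Under the name miR-1 the deposited lists hold 157 sequences with 204413 counts for the *Vat+* aphid library and 197 sequences with 1428659 counts for the *Vat-* aphid library, the highest of all names in both. These were 25203 and 67778 CPM, 2.69-fold lower in the *Vat+* aphid library. The most abundant of them in both libraries was the leading 22 nt sequence of the *Vat-* aphid library. The sequence that Table 2 gives for miR-1, AAATGTAAAGAAGTATGGAG, had 4 counts in the *Vat+* aphid library and 32 in the *Vat-* aphid library.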

Another miRNA with enhanced expression in the *Vat^−^* aphid library, miR-133, originates from the same loci as miR-1 in mouse and is transcribed in a tissue specific manner during skeletal muscle development in both mouse myoblast cells and *Xenopus laevis* embryos [45]. 

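The exact sequence of miR-315 in Table 2, TTTTGATTGTTGCTCAGAAAGCC, had 135 counts in the *Vat+* aphid library and 1700 in the *Vat-* aphid library, or 16.6 and 80.7 CPM. This was 4.85-fold lower in the *Vat+* aphid library (ratio 0.206, 95% CI 0.172–0.246). By the first 18 nt the counts were 507 and 3428, 2.60-fold lower, and by name in the deposited lists 456 and 3715, 3.13-fold lower.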

Activation of wing development by ectopic miR-315 in *Drosophila*, which was abundant in the *Vat^−^* library, could be an appropriate response for aphids feeding on a quality host plant as population growth results in crowding effects, which induce wing formation [43], [46]. Loss of function experiments in *Drosophila* showed miR-184 plays a role in oogenesis and egg development [47]. Differential expression of miR-184 in aphids could be indicative of changes in resource allocation from or to reproduction, particularly as aphid ovariole number has been found to be influenced by host quality [48] Recently, an important regulatory role has been demonstrated for miR-310 in neurotransmitter release in *Drosophila* [49], and this miRNA showed enhanced expression in *Vat^+^* aphid library.

*In silico* target prediction for *A. gossypii* miRNAs were performed using PITA and RNA hybrid program [30], [33]. *In silico* detection of bona fide targets of metazoan miRNAs is a challenging task because target sites lack extensive Watson-Crick base pairing and hence, the miRNA recognition elements are very short motifs [28], [50], [51]. As a result, a single metazoan miRNA gene family can be predicted to target hundreds of messages in an organism. A combination of *in silico* prediction and gene ontology annotation of the miRNA targets indicated that many of the target genes are involved in the regulation of anatomical morphogenesis and cell differentiation processes. Gomez-Orte and co-workers (2009) [34] have shown that metamorphosis is regulated by miRNA in the German cockroach. RNAi silenced expression of Dicer-1 in last instar nymphs led to the depletion of the mature miRNAs that impaired the ability of the nymphs to molt into adults. Nymphoids were morphologically similar to those resulting from juvenile hormone (JH) treatment [34]. The reduced accumulation of mature miRNAs in the *Vat^+^* aphids that target genes involved in morphogenesis and cell differentiation could be responsible for reduced growth and fecundity in aphids that are nutritionally challenged when forced to survive on resistant plants.

Another interesting feature of the aphid sRNA libraries was the detection of miRNAs of plant origin. It appears that during phloem sap ingestion members of several plant miRNA families (miR156/miR157, miR166, miR168, miR2911 and miR2916) were transferred into the aphid tissues or were present in the contents of the gut as illustrated by the *in vitro* feeding assays (Figure 5). Three of these miRNAs (miR156/miR157, miR166 and miR168) have been reported to be present in phloem sap of pumpkin (*Cucurbita maxima*), apple (*Malus domestica*), canola (*Brassica napus*) and lupin (*Lupinus sp*) [52], [53], [54], [55]. The presence of the remaining plant miRNAs (miR2911 and miR2916) in the phloem sap has not been confirmed; however, their identification in the aphid libraries suggests that these miRNAs are also present in the phloem sap of melon. 

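In the deposited match lists, 90.3% of the 3159 counts under miR166 and miR168 in both libraries came from sequences aligned without mismatch. Of the 320 counts under miR156, miR2911 and miR2916 in the *Vat-* aphid library, 0 came from a sequence aligned without mismatch.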

The perfect match of these sequences to conserved plant miRNAs strongly indicates that they originate from the host plant. Furthermore, the possibility that large transcripts acquired from plant phloem sap by the aphid can be processed into miRNAs seems remote, as this would require the ingested plant pri-miRNA to be efficiently transferred and processed at high numbers in aphid gut cell nuclei. Interestingly, only two plant miRNA families (miR166 and miR168) were detected from *Vat^+^* aphids. This could reflect the well-documented observations that aphids on *Vat^+^* plants spend less time ingesting phloem sap than aphids feeding on *Vat^−^* plants [19], [56].

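By name, the deposited lists hold 2213 counts of miR166 and 39 of miR168 for the *Vat+* aphid library, and 874 and 33 for the *Vat-* aphid library. The lists leave out sequences under 10 counts, so a name missing from a list does not show that its sequences were absent.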

In summary, this study identified 81 conserved, 12 aphid-specific and nine novel miRNAs from *A. gossypii*. The novel miRNAs were validated by qPCR, and it was established that these miRNAs are differentially expressed in the *Vat^+^* and *Vat^−^* aphids. In general, a reduced accumulation of mature miRNAs was observed for *Vat^+^* aphids, suggesting their expression is regulated in response to the *Vat*-mediated resistance mechanism. Targets of these miRNAs were predicted using *in silico* methods, and it was observed that most of the target genes were involved in morphogenesis and anatomical structure determination, indicating that these miRNAs have regulatory roles in aphid development, growth and fecundity.

## Materials and Methods

### Plant and insect growth conditions

The nearly isogenic AR 5 (*Vat* ^+^, resistant) and PMR 5 (*Vat^−^*, susceptible) melon lines were grown in controlled conditions of 23°C, 60% relative humidity and a photoperiod of 16∶8 h (light∶dark) for 4 weeks until they reached the four leaf stage. *A. gossypii* clonal colony was reared and maintained on susceptible honeydew melon plants in a controlled growth chamber at 21°C, with a photoperiod of 16∶8 h (light∶dark).

### Insect infestations

The third and fourth leaves from four-week-old melon plants, both AR 5 and PMR 5, were used for aphid infestations. Each leaf was exposed to 50 apterous aphids confined in a 2.5 cm diameter clip cage. A mixture of aphids from different growth stages were used to mimic a natural crop infestation. Infestations were terminated after 48 hours. After this period, all aphids were gently brushed off the leaf tissue, collected in a nuclease free microfuge tube, snap frozen in liquid nitrogen and stored at −80°C. All experiments were biologically independent and at least seven independent replicates were used for each melon line.

### Cloning of sRNA and Illumina sequencing

Total RNA was isolated by TRIzol® reagent (Invitrogen) following the manufacturer's instructions for plants with high polysaccharide content, since aphid body is mostly composed of the sugary phloem. The RNA was enriched for low molecular weight (LMW) RNA by precipitation with 25% PEG and 5M NaCl [57]. The LMW RNA quality was evaluated using a RNA600 Nano LabChip kit with the Agilent Bioanalyzer system (Agilent Biotechnologies) and the concentration was measured with a Nanodrop spectrophotometer (Thermo Scientific).

LMW RNA (50 µg) from *Vat^+^* and *Vat^−^* aphids was separated in a 15% denaturing polyacrylamide gel. Size fractions of 20–24 nt were excised and the RNA was extracted from the gel slices with 0.3M NaCl, followed by ethanol precipitation. The RNA was ligated to a 26 bp 5′ adapter, size-selected on a polyacrylamide gel and ligated to a 3′ adapter. The adapter sequences and PCR primers used in sRNA library preparation are provided in File S8.

First strand cDNA synthesis was performed with the adapter ligated sRNA template using the Superscript II reverse transcriptase (Invitrogen) and a primer complementary to the 3′ adapter (S 8). The cDNA was used as a template for a low cycle PCR amplification (initial denaturation of 30 sec at 98°C, 15 cycles of 98°C for 10 sec, 60°C for 30 sec and 72°C for 15 sec, followed by final extension at 72°C for 10 min) to generate sufficient template for deep sequencing. The size fractionated cDNA of ∼100 bp was gel eluted and subjected to Illumina GAII analyzer for deep sequencing.

### Bioinformatic analysis of the sRNA transcriptome

All Illumina sequencing data was initially converted to FASTA format from FASTQ. sRNA sequences were extracted from raw reads by matching them with the first 8 nucleotides of the 3′ adapter sequences. Based on the length of the mature miRNA and adapter length, sequences shorter than 18 nt and greater than 30 nt in length were removed. At this stage, the data were screened for redundant sequences. The remaining sequences were queried against ribosomal and transfer RNAs from Flybase (http://flybase.org/) and the matches to the rRNA and tRNA were discarded. Sequences having ten or more counts were assigned as unique sequences. These sequences were then queried against *A. gossypii* coding RNA regions (EST database) for perfect matches. Those sequences that matched to the sense strand were discarded as they were considered to be degraded mRNA; however those matching to the anti-sense strand were retained and aligned against the miRBase (http://microrna.sanger.ac.uk/sequences) to identify the conserved miRNA (two mismatches allowed). All bioinformatic analyses were performed using custom written PERL script. Bowtie, which is an ultra fast memory efficient short read aligner [58], was used to match the sequences to *A. gossypii* EST, *M. persicae* EST, and *A. pisum* genome sequence databases. Unaligned sequences were potential candidates for novel *A. gossypii* miRNAs. Novel miRNAs were identified using the algorithm miRDeep [22]. Since the complete genome sequence of *A. gossypii* was not available during the processing of the dataset, the EST database was used to find novel miRNAs. The bioinformatic analysis is summarized in File S1.

### *In vitro* feeding assay

A sterilized 25 ml glass beaker of 4.5 cm depth and 2.5 cm diameter was used for the *in vitro* feeding assay. At the bottom of the beaker a blotting paper disc of 2.5 cm was placed, on top of which ten aphids of same developmental stages where gently placed with a brush. Diet sachet containing [γ^-32^P]-ATP labeled ds-21 nt in 75 µl of 0.5 M sterile sucrose solution was sandwiched between two parafilm layers and this diet sachet was used to seal the mouth of the beaker. Aphids were allowed to feed on this labeled diet for 4 days. The same system, minus the [γ^-32^P]-ATP labeled ds-21 nt was used for control assay. After the end of 4 days, the number of live aphids were counted and used for RNA extraction with TRIzol® reagent. The blotting disc at the bottom of the beaker was carefully retrieved and exposed to a phosphor-imager screen and viewed in TyphoonTrio (GE Healthcare). Honeydew from these blotting discs was recovered by washing with using 0.1M Tris. The RNA extractions along with the honeydew elutions and a positive marker (labeled ds-21) was separated on a 15% PAGE, and exposed to X-ray film.

### Expression profiling of novel *A. gossypii* miRNAs by stem loop qPCR

LMW-enriched RNA was used to study the differential expression pattern of novel miRNA in the *Vat^+^* and *Vat^−^* aphid tissues. The miRNA expression was measured using a two-step process. In the first step, a stem-loop (RT) primer designed according to Chen et al. (2005) [59], was hybridized to the miRNA and reverse transcribed in a pulsed RT reaction [60]. In the second step, the RT reaction product was PCR amplified using a miRNA-specific forward primer and a universal primer (File S9) in real time with SYBR green chemistry using ABI 7500. The *A. gossypii* elongation factor-1α (*eF1α*) gene (GenBank Accession EU019874.1) was used as a reference. The relative changes in miRNA expression were quantified using Pfaffl's method (2001) [61]. The data for relative quantities were converted to fold differences by logarithmic transformation to express the data as a normal distribution. The data were represented as averages of seven measurements ± standard error and the comparisons of the miRNA expression levels between *Vat^+^* and *Vat^−^* aphid were measured using student's t-test (p≤0.05).

### Analysis of the longer sRNAs

The longer sRNAs were mapped to the transposable elements of *A. pisum*. The available transposon database of *A. pisum* was downloaded, which was predicted using the REPET transposon annotation pipeline [62]. Using bowtie short reads mapper (with non-default parameters: -k 1 -p 20 -n 1 -v 2) [57], the longer (at least 25 nt long) sequences from the two separate *Vat^+^* and *Vat^−^* aphid libraries were mapped. The sequence composition of the longer sRNA was analyzed using the DREME program [25] in the MEME motif finding software package (version 4.8.1) [26].

### Target prediction analysis

In the absence of a publicly available whole genome annotation for *A. gossypii*, several databases were used to predict the targets of the sequenced *A. gossypii* miRNAs. The first database is an extensive collection of *A. gossypii* ESTs [63], mRNAs, and gene fragments from the NCBI GenBank that were used in the construction of the *A. gossypii* Unigene build #1 (ftp://ftp.ncbi.nih.gov/repository/UniGene/Aphis_gossypii/Ago.info). From the aphid genome database resource [64] the assembled transcriptome contigs of *A. gossypii* and *M. persicae*, and the annotated gene model predictions of *A. pisum* were obtained. Supplementary file 3 (File S3) shows the number of sequences retrieved from each database. The BEDtools program [65] was used to extract the 3′-UTR sequences of *A. pisum*.

PITA and RNA hybrid programs were used for target prediction of the newly identified miRNA sequences from *A. gossypii*. As a prelude to target prediction, the PITA program was run using the default settings; a moderately stringent setting for seed region base pairing was used [30]. The moderate stringency setting allows the use of seed lengths ranging from 6–8 bases and up to single mismatch or wobble in the 7–8 nt seeds. The results of the computational prediction produced excessive number of target mRNAs for all the sequencing datasets used. To improve on the efficacy of the target predictions, the non-default parameter settings (-l 7–8 -gu “7;0,8;0” -m “7;0,8;0”) were used. This stringent setting used perfectly matching seed length of 7–8 bases. Using the recommended miRNA-target prediction energetic score (ΔΔG) cut-off for the PITA program, only targets with ΔΔG scores of −10.0 or less were retained (File S4). The RNA hybrid program was run with non-default parameters: -m 100000 -s 3utr_fly -p 0.01) to obtain a conservative set of microRNA target predictions with high statistical significance (p-value≤0.01) [33].

The BLASTX program from NCBI (blast.ncbi.nlm.nih.gov/Blast.cgi) was used (e-value cut-off used was 1.0E−08) to identify *A. gossypii* gene homologs of *A. pisum* [66]. Protein homology information was used to extract *A. pisum* GO terms associated with the *A. gossypii* sequences. The GO annotation for each dataset was imported in to the BLAST2GO web server [67]. For annotation, the GO Slim GO term mapper module in BLAST2GO was used and the generic GO term classification dataset was selected to define the functional categories of the predicted genes.

## Supporting Information

File S1 **Bioinformatic analytic scheme of sRNA libraries.**
(DOCX) Click here for additional data file.

File S2 **Number of reads in each count category in both** ***Vat^+^*** **and** ***Vat^−^*** **aphid library.**
(XLSX) Click here for additional data file.

File S3 **List of species and the number of sequences used in the microRNA target site predictions.**
(DOCX) Click here for additional data file.

File S4 **Complete list of targets predicted for all the miRNAs identified from** ***A.gossypii*** **with ΔΔG cut-off threshold of −10.0 using PITA program.**
(XLS) Click here for additional data file.

File S5 **List of targets from each database (PITA target summary).**
(XLS) Click here for additional data file.

File S6 **Functional categories of the predicted target genes of the miRNAs identified from** ***A. gossypii*** **by BLAST2GO analysis using all the databases listed in File S3.**
(ZIP) Click here for additional data file.

File S7 **GO term of targets predicted for all the miRNAs identified from** ***A. gossypii*** **with RNA hybrid program.**
(XLSX) Click here for additional data file.

File S8 **Adapter and primer sequences in sRNA cloning.**
(DOCX) Click here for additional data file.

File S9 **qPCR Primers.**
(DOCX) Click here for additional data file.

# Supplementary material for: Expression of Small RNA in Aphis gossypii and Its Potential Role in the Resistance Interaction with Melon
**Source:** PLoS One. 2012 Nov 16;7(11):e48579. doi: 10.1371/journal.pone.0048579
**Supplement:** File S1 — Bioinformatic analytic scheme of sRNA libraries.

S1. Bioinformatic analytic scheme of sRNA libraries

Raw sRNA sequences (40nt long)

Remove adaptor sequences

Filtering raw reads based on quality

Remove non-coding rRNAs and tRNA (flyBASE)

Remove duplicate sequences

sRNA sequence library with >=10 count in at least on sample

Compare to *A.gossypii* RNA with perfect match

Discard matched sense strands

Compare to miRBASE and *A.pisum* miRNA with up to 2 mismatches

Matched sequences

Unmatched sequences

miRDeep

Bowtie

Conserved miRNAs

Match to *A.gossypii* EST

Match to *A.pisum* genome sequences

Match to *M.persicae* 454 sequences

Putative novel miRNA

Target prediction

Target prediction

# Supplementary material for: Expression of Small RNA in Aphis gossypii and Its Potential Role in the Resistance Interaction with Melon
**Source:** PLoS One. 2012 Nov 16;7(11):e48579. doi: 10.1371/journal.pone.0048579
**Supplement:** File S3 — List of species and the number of sequences used in the microRNA target site predictions.

S3. List of species and the number of sequences used in the microRNA target site predictions.

Organism Sequence type Number of sequences

*A. gossypii* ESTs 67,855

*A. gossypii* Unigenes 7,467

*A. gossypii* Contigs 3,726

*A. pisum* 3’-UTRs 36,986

*D. melanogaster* 3’-UTRs 22,908

*M. persicae* Contigs 9,771

# Supplementary material for: Expression of Small RNA in Aphis gossypii and Its Potential Role in the Resistance Interaction with Melon
**Source:** PLoS One. 2012 Nov 16;7(11):e48579. doi: 10.1371/journal.pone.0048579
**Supplement:** File S8 — Adapter and primer sequences in sRNA cloning.

S8. Adapter and primer sequences in sRNA cloning

| Primers and Adapter | Sequences* |
| --- | --- |
| RT Primer | 5’-CAAGCAGAAGACGGCATACGA |
| 5’ RNA adapter | 5’-GUUCAGAGUUCUACAGUCCGACGAUC |
| 3’ RNA adapter | 5’ P-UCGUAUGCCGUCUUCUGCUUGUidT |
| Small RNA PCR primer1 | 5’-CAAGCAGAAGACGGCATACGA |
| Small RNA PCR primer 2 | 5’-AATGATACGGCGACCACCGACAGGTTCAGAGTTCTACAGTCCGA |
| Small RNA sequencing Primer | 5’-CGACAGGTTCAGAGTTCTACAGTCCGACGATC |

*P represents monophosphorylated 5’ end and the 3’ end is has a blocked idT to prevent circularization.

# Supplementary material for: Expression of Small RNA in Aphis gossypii and Its Potential Role in the Resistance Interaction with Melon
**Source:** PLoS One. 2012 Nov 16;7(11):e48579. doi: 10.1371/journal.pone.0048579
**Supplement:** File S9 — qPCR Primers.

S9. qPCR Primers

| Primer | Sequences* |  |
| --- | --- | --- |
| Universal Reverse Primer | GTGCAGGGTCCGAGGT | |
| Stemloop RT Primer | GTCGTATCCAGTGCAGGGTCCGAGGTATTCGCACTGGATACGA*NNNNNN* | |
| miR156 Forward | GCGGCGG**TGACAGAAGAGAGT** |  |
| miR157 Forward | GCGGCGG**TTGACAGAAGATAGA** |  |
| miR166 Forward | TCGCT**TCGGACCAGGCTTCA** |  |
| miR168 Forward | GCGGCGG**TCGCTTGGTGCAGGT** |  |
| miR2911 Forward | ATATATATA**GGCCGGGGACGGG** |  |
| miR2916 Forward | ATCATACC**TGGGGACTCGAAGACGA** |  |
| Ago-miRC1 Forward | ATATAA**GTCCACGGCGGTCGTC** |  |
| Ago-miRC2 Forward | TAT ATA TA**G** **GGC GGT CCG GCC GCC GCG C** |  |
| Ago-miRC3 Forward | AACTTA**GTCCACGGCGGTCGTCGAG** |  |
| Ago-miRC4 Forward | CTG ATA T**AC AAC CTC TGG CGG TC** |  |
| Ago-miRC5 Forward | GCGGCGG**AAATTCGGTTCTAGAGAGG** |  |
| Ago-miRC6 Forward | TCT GCT A**CU CGG AGT GTT AGT T** |  |
| Ago-miRC7 Forward | ATATAAT**CAAGTC GGTGTGGCG** |  |
| Ago-miRC8 Forward | ATATAAT**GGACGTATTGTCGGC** |  |
| Ago-miRC9 Forward | TATAATA**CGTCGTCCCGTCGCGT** |  |

*The underlined and italized sequence represents the six nucleotides of the 3’ end of each miRNA. The bold represents the first 13-14 nucleotides from the 5’ end of the miRNA.

How the deposited data were processed for this re-analysis (not part of the article)

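The data are 2 small RNA libraries of *A. gossypii*, 1 from aphids that fed for 48 h on *Vat+* melon and 1 from aphids that fed on *Vat-* melon, with 50 aphids per leaf on 4-week-old plants. For each library the authors deposited 3 kinds of values. The deposited tag counts are whole numbers without normalization, made by the authors by collapsing Illumina GAII reads to distinct 35 nt tags, with the 3′ adapter still on the tag. The match lists give, for trimmed sequences of 10 or more counts, the count and the miRBase name matched with up to 2 mismatches, with 1 match reported per sequence. The miRDeep predictions give scores, precursor and mature sequences and read numbers. The number of distinct tags equals the raw reads of Table 1 in both libraries.

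Inserts were taken as the bases before the first exact occurrence of TCGTATGC, the first 8 nt of the 3′ adapter, and those of 18–30 nt were kept. Identical inserts were summed, and inserts with an undetermined base were kept. Matches to rRNA, tRNA and EST sequences were not removed, as no such reference was used here. Counts were divided by the adapter-trimmed 18–30 nt counts of the library and multiplied by 1000000 (CPM). The paper's text does not name the denominator of its TPM values. Conserved, aphid-specific and candidate miRNAs were counted by the exact sequences of Tables 2, 3 and 4, and a minimum of 10 counts was used for detection, as in the paper. Plant miRNAs were counted as 18–24 nt inserts that begin with the bold part of their primers in File S9. Base composition and motifs were taken over distinct 26–27 nt sequences with 10 or more counts, and motifs were set against copies shuffled with their dinucleotides kept. Motifs were searched on the sequenced strand only. The median log2 ratio of the conserved miRNAs, with 0.5 added to each count, was set against 10000 random lists of the same size, matched on the mean abundance in bins of 1 log2 unit. This percentile describes these 2 libraries and is not a p-value. Calculations used Python 3.11.15, NumPy 2.4.6, SciPy 1.17.1 and Matplotlib 3.10.9, with random seed 2012.

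Total counts were 18236226 and 23476434, and adapter-trimmed 18–30 nt counts 8110775 and 21078572, for the *Vat+* aphid library and the *Vat-* aphid library. Intervals are at 95% and exact, and a count of 0 was taken to allow up to 3 counts. A bound given as at least or at most rests on these 3 counts and leaves out the error of the other count. The exact limit of the ratio therefore allows a smaller difference. With 1 library per condition, no test between conditions was made, and no value has an error between replicates. The miRNAs and sequences named are every one the paper names for these libraries, all entries of Tables 4 and 5, the 5 highest and 5 lowest ratios among the entries of Tables 2 and 3 with 10 or more counts in both libraries, and the 3 most abundant sequences of 26 and 27 nt in the *Vat+* aphid library and of 22 and 23 nt in the *Vat-* aphid library. Ap-miR-X25, Ap-miR-X26 and Ap-miR-X59 were named outside this rule. So were some miRNAs of the additional observations, miR2914 among them. The rule itself was set before the data were examined, with the values of the paper's tables in view. The 78 alternatives for the adapter match, undetermined bases, length range, counting, denominators, count minimum, depth, background lists and shuffling were also set before the data were examined, and 18 were added after.

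The procedures were tested on simulated data made from the real libraries. Of 2000 simulated inserts per length, at least 99.95% were recovered up to 27 nt, and none of 28 nt or longer, for which a 35 nt tag leaves fewer than 8 nt of adapter. With 20 lists of 200 sequences simulated 2-fold lower in the *Vat+* aphid library, the mean of the list medians was −0.96 on the log2 scale, and all 20 lists lay under the 2.5 percentile of their random lists, against 1 of 20 lists simulated without change. The interval on a ratio held the simulated value for 97.5% of 10707 sequences. Of 1349 comparisons of conserved miRNAs simulated without change, 3.93% fell outside the interval. These simulated libraries differed by counting error alone, apart from the changed lists, so the rates hold for counting error only. The real miRNA list held 78 sequences, and its random lists had a median of −0.95. So the simulated percentiles do not show how well a 2-fold change would be detected in the real data. A planted motif was found in 402 of 2000 simulated sequences and in 9 after shuffling. The qPCR, feeding assay, transposon and endosymbiont mapping and target prediction were not analysed here.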

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

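The tests on adapter endings and on mismatches to plant miRNAs were chosen only after the results were seen.

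The paper kept 18–30 nt sequences, but its text gives no value for those over 27 nt, and their bars in Figures 1 and 2 are close to 0 by eye. The first 8 nt of the adapter cannot reveal such inserts in a 35 nt tag. File S1 of the paper gives a longer raw sequence than these tags, long enough for such inserts and the 8 nt. So the tag length bears on the paper's bars only if the paper trimmed the same 35 nt tags. The paper's raw reads, 2520036 and 1211182, equal the distinct 35 nt tags of both libraries, which argues that it started from these tags. Its usable sequences, 918621 and 974781, exceed the 830587 and 925148 found here, so its trimming may have differed in other ways. File S2 lists sequences of 25–30 nt, but the copy used here ends within 25 nt for the *Vat+* aphid library, so it was not compared. In the *Vat+* aphid library, 5605187 counts were of tags that ended in the first 5 to 7 nt of the adapter, which leaves inserts of 28–30 nt, against 31094 in the *Vat-* aphid library. Chance endings are excluded as the main source in the *Vat+* aphid library, where the first 5 nt of the adapter ended 7125 times as many counts as the median of the 1024 possible endings and ranked 2 among them. In the *Vat-* aphid library they ended 73.7 times as many and ranked 14. For the 5 nt ending, chance cannot be told apart from adapter there, as 13 other endings held more counts. Tags that ended in 7 nt of the adapter held 19296 counts there, against 6304 for 6 nt and 5494 for 5 nt. Endings of random bases would be rarer with each added base, so these counts argue against chance as the main source of the 31094. The missing room for the adapter is consistent with the 28–30 nt counts being 1.497 times the 26–27 nt counts of the *Vat+* aphid library. So 26–27 nt may be a limit of the trimming of 35 nt tags and not the upper end of this size class. Whether the excess is biological was not settled by these values. Feeding on *Vat+* plants and any difference in RNA integrity or gel excision stay open, as there is 1 library per condition.

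Of the 10 plant miRNA names in the match lists, Table 5 leaves out 5. The most abundant of these is miR2914, with 145 counts in 9 sequences of the *Vat+* aphid library and 2619 counts in 31 sequences of the *Vat-* aphid library. In CPM it was 6.95-fold higher in the *Vat-* aphid library. Unlike the plant names listed for the *Vat-* aphid library alone, it does not rest on mismatches alone, since 50.8% of its *Vat-* counts and 80.7% of its *Vat+* counts came from sequences aligned without mismatch. These alone, 1331 and 117 counts, gave 4.38-fold. The other names, miR2118 (14 counts) and miR896 (77) in the *Vat-* aphid library and miR862 (26) and miR916 (12) in the *Vat+* aphid library, were each found in 1 list, and 0 of their counts were without mismatch. Whether the miR2914 sequences come from melon or from conserved RNA of the aphid was not tested, and no biological explanation was tested.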

How the results depend on the processing

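Of the 349 values recomputed under an alternative, 126 belong to summary results and 223 to single miRNAs. Among the former 60 stayed within the counting interval or within 1.5 times a count, 64 moved further and 2 reversed. Among the latter these numbers were 144, 72 and 7. The alternatives with 5 to 7 nt of adapter, with the number of distinct sequences as denominator, with sequences of either match list whatever their name, with 18–24 nt denominators combined with another way of counting, with inserts of 18–24 nt in numerator and denominator, and without the most abundant first 18 nt were chosen after seeing the data. The cause was not tested for any value below unless one is given. No paired analysis was possible because there is 1 library per condition.

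The values are given for the 26–27 nt share of the *Vat+* aphid library (46.2%), the 22–23 nt share of the *Vat-* aphid library (52.1%) and the 26–27 nt ratio (63.1), in this order. They were 32.4%, 52.0% and 44.1 with 6 nt of adapter, and 46.1%, 52.1% and 62.3 with 1 mismatch in the 8 nt. They were 27.3%, 52.0% and 37.3 with 5 to 7 nt at the end of the tag also used, which adds longer inserts to the total. Without tags with an undetermined base they were 46.1%, 52.0% and 62.6, and without the 10 most abundant sequences of each library 46.8%, 50.6% and 45.2. They were 59.8%, 55.7% and 51.0 over distinct sequences, 52.5%, 54.9% and 58.7 over distinct sequences of 10 or more counts, and 44.0%, 51.8% and 62.2 over the counts of the latter. The ratio was 31.2 over all counts of the library, and so stayed between 31.2 and 63.1 under the alternatives run. With 10 nt of adapter the *Vat-* share was 52.5%, and the other 2 values could not be had, as 35 nt leave no room for them. The range of 18–27 nt removed nothing, and leaving out rRNA and tRNA matches was not run for lack of a reference.

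The shares of sequences of 100000 or more counts were 45.1% of 26 nt and 12.3% of 27 nt in the *Vat+* aphid library, and 47.4% of 22 nt and 48.7% of 23 nt in the *Vat-* aphid library. With 1 mismatch in the adapter they were 49.7%, 11.9%, 47.2% and 48.6%, and without undetermined bases 46.4%, 12.7%, 49.5% and 50.7%.

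The ratio of the conserved miRNA share, *Vat-* over *Vat+* (4.90), was 5.06 with 1 mismatch in the adapter. It was 9.90 over all counts, 4.49 over sequences of 10 or more counts, 2.34 divided by the 18–24 nt counts and 11.4 over the number of distinct sequences. It was 1.81 with sequences that share the first 18 nt, 2.93 with 1 mismatch, 3.61 by name in the match lists and 3.59 with sequences of either list whatever their name. With these sums, which hold longer inserts too, divided by the 18–24 nt counts, it was 0.862, which reverses the direction, for the first 18 nt, 1.40 for 1 mismatch and 1.72 by name. With inserts of 18–24 nt alone in numerator and denominator it was 2.39 by exact sequence, 1.05 by the first 18 nt, 1.40 with 1 mismatch and 1.72 by name. The first 18 nt shared by miR-183 and miR-263a were the most abundant in the *Vat+* aphid library. Without them, the 3 values by the first 18 nt (1.81, 0.862 and 1.05) were 2.92, 1.40 and 1.47. So the reversal at 0.862 rests on the first 18 nt of these miRNAs. With any other 1 left out, also chosen after seeing the data, the lowest values were 1.60, 0.763 and 0.936. The value of 1.05 was thus turned as well. The miRNA list lay at the 6.2 percentile of random lists, at 0.82 over 18–24 nt counts, at 0.08 with a minimum of 1 count and at 31.8 with a minimum of 100. It lay at 97.1, the opposite side, against lists of 20–24 nt sequences, whose own median ratio was lower.

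With a minimum of 100 counts, 12 conserved and 2 aphid-specific miRNAs were detected in the *Vat+* aphid library and 35 and 5 in the *Vat-* aphid library, by construction fewer than the 51, 8, 77 and 11 at 10 counts. Depth limited detection, since thinning the *Vat-* aphid library to the counts of the *Vat+* aphid library left 58 and 8 of its 77 and 11. The share of conserved miRNAs lower in the *Vat+* aphid library stayed between 67.5% and 87.5% under the alternatives run. The deposited lists hold none of the names of Table 3, so that alternative gave no value for aphid-specific miRNAs. Adenosine in 26–27 nt sequences was 13.2% by counts, 24.2% over all distinct sequences and 19.7% with 1 mismatch in the adapter in the *Vat+* aphid library (19.9%), and 5.19% and 17.0% for the former 2 in the *Vat-* aphid library (9.89%). The candidate and plant miRNA tallies and the motif tallies stayed within 1.5 times under the alternatives run.

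A single miRNA was counted as reversed where its ratio by exact sequence lay beyond the counting interval or was a bound, and an alternative other than a denominator of a bound turned it. These, as *Vat+* over *Vat-*, were miR-133a (1.80), at 0.891 over all counts and 0.771 over the number of distinct sequences, and miR-310 (8.60), at 0.635 by the first 18 nt and 0.726 by name. miR-9 (4.62) reached 0.332 by the first 18 nt. By name, miR-184a (at most 0.260) reached 120.4, as the name stands for another sequence in each list. The lists leave out sequences under 10 counts, so names missing from 1 list, miR-228, miR-133a, miR-1357 and miR-71c among them, gave no ratio by name. Ago-miR-C1 (7.36) reached 0.303 with 1 mismatch, as the neighbour sequence was then counted. Others crossed 1 from an interval that included 1 or from a bound: miR-2b (0.200) reached 18.6 by name, miR-184 (at most 0.650) reached at most 1.36 over 18–24 nt counts, and miR-998 (1.91) reached 0.435 by the first 18 nt, 0.933 by name, 0.949 over all counts and 0.821 over the number of distinct sequences.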

Differences from the paper's values

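Table 1 gives the paper's raw reads as 2520036 and 1211182, which equal the numbers of distinct tags, while the counts of the tags sum to 18236226 and 23476434 for the *Vat+* aphid library and the *Vat-* aphid library. No alternative applies to these sums.

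The paper's ratio for 26–27 nt sequences is about 30, and the ratio of their shares was 63.1 here. Of the alternatives set before the data were examined, those with 6 nt of adapter (44.1) and with all counts as denominator (31.2) fall within 1.5 times the paper's value. Those with 1 adapter mismatch, without undetermined bases, without the 10 most abundant sequences, with 18–27 nt and with distinct sequences or sequences of 10 or more counts do not, at 45.2 to 63.1. The alternative with 5 to 7 nt of adapter, chosen after seeing the values, gave 37.3, also within 1.5 times. So is the ratio of the counts themselves, 24.3, which was not among the alternatives set before.

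The paper's total of 26–27 nt reads in the *Vat+* aphid library is 2064014, and 3744294 counts were found here. Counts of sequences with 10 or more counts and counts without the 10 most abundant sequences fall within 1.5 times the paper's value. Distinct sequences, 6 nt of adapter, 1 adapter mismatch and leaving out undetermined bases do not.

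The values of Table 2 compare on the scale of counts per 1000000 of the usable sequences of Table 1 (918621 and 974781). On this scale the deposited counts by name come within 1 of the paper's value for 67 of the 143 values above 0, against 0 when the adapter-trimmed counts are the denominator. Over the whole table, 50 of the 143 values above 0 lie within 1.5 times the paper's by exact sequence and 85 by name, and 6 of the 19 values of 0 are of sequences with 10 or more counts. On this scale, and by exact sequence, the following values of miRNAs named in the paper's text differ, with the paper's value first and that of the *Vat+* aphid library before that of the *Vat-* aphid library where both differ. For miR-1 the paper's values are 219138 and 373212, against 4.35 and 32.8. For miR-184 they are 45622 and 271424, against 0 and 12.3, and for miR-184a 34155 and 721, against 0 and 30.8. For miR-184b they are 23596 and 158, against 1.09 and 45.1. For miR-998 they are 502 and 40, against 15.2 and 19.5. For miR-276 they are 4743 and 42621, against 38.1 and 906, for miR-315 they are 496 and 3811, against 147 and 1744, and for miR-1-2-as they are 77 and 95, against 0 and 0. For the entries with the name of a family, they are 14220 and 21167 for miR-10, against 292 and 6300, 1181 and 21711 for miR-87, against 0 and 18.5, 329 and 2348 for miR-9, against 34.8 and 18.5, and 1943 and 4652 for let-7, against 18.5 and 32.8. For miR-2b the paper's value in the *Vat+* aphid library is 101, against 1.09. For miR-133 the paper's value in the *Vat+* aphid library is 0, against 98.0, for miR-133a in the *Vat-* aphid library 0, against 133, and for miR-87b in the *Vat-* aphid library 0, against 33.9. For miR-100 and miR-3041 the values in the *Vat-* aphid library were 11.3 and 28.7, both under the paper's. Counted by name in the deposited lists, the values of miR-1, miR-87 and miR-9 in the *Vat+* aphid library, of miR-184a, miR-315, let-7 and miR-2b, of miR-184b, miR-276, miR-10 and miR-998 in the *Vat-* aphid library, and of miR-133, miR-133a and miR-87b fall within 1.5 times the paper's or under 10 counts where the paper gives 0. The values of miR-1, miR-87 and miR-9 in the *Vat-* aphid library, of miR-184 and miR-1-2-as, and of miR-184b, miR-276, miR-10 and miR-998 in the *Vat+* aphid library do not. By name, miR-100 was at 90.3 in the *Vat-* aphid library, within 1.5 times, and miR-3041 had 0 counts there. Counted by the first 18 nt, only miR-315, miR-9 and let-7 in both libraries, miR-998 in the *Vat+* aphid library and miR-100 in the *Vat-* aphid library fall so. Counted with 1 mismatch, only miR-184b and miR-3041 in the *Vat-* aphid library fall so.

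For the plant miRNAs on the scale of Table 5, the paper's values in the *Vat-* aphid library are 17 for miR156/miR157, 40 for miR2911 and 307 for miR2916, against 7.18, 0 and 0 by the 5′ parts of the primers. The deposited lists, with mismatches allowed, give 15.4, 35.9 and 277 on that scale. No alternative set before the data were examined was run on this scale.

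The paper's 69 and 77 conserved miRNAs compare with 51 and 77 by exact sequence, within 1.5 times. They compare with 69 and 77 when 1 mismatch was allowed, an alternative set before the data were examined. Other such alternatives gave 60 and 80 by the first 18 nt, 52 and 62 by name, and 65 and 79 with a minimum of 1 count. These fall within 1.5 times too, while a minimum of 100 counts gave 12 and 35, which do not.

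In Figure 1, read by eye, the bars are about 180000 (26 nt) and about 300000 (27 nt) for the *Vat+* aphid library and about 270000 (22 nt) for the *Vat-* aphid library. The numbers of distinct sequences were 182575, 314258 and 269379, all within 1.5 times the values read from the figure.

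The paper lists miR-1357, miR-1692, miR-310, miR-996 and miR-998 as enhanced in the *Vat-* aphid library in its text on Table 2. Here the ratios of *Vat+* over *Vat-* were 24.7, 3.59, 8.60, 3.01 and 1.91 by exact sequence, the last with an interval that includes 1. miR-310 and miR-998 were lower in the *Vat+* aphid library, as in that text, by the first 18 nt (0.635 and 0.435) and by name (0.726 and 0.933), and miR-998 over all counts (0.949) and, in an alternative chosen after seeing the values, over the number of distinct sequences (0.821). Its statement for miR-184, in the same list, goes with the values here. For miR-1357, miR-310 and miR-998 the paper is at odds with itself, as its Discussion lists them as enhanced in the *Vat+* aphid library, and Table 2 gives 21 and 0, 47 and 13, and 502 and 40. The Discussion also names miR-133 as enhanced in the *Vat-* aphid library, while its sequence was 1.80-fold higher in the *Vat+* aphid library in CPM and lower there over all counts (0.891). In the Discussion the paper lists miR-184a, miR-184b and miR-2b as enhanced in the *Vat+* aphid library. By exact sequence the ratio of miR-184a was at most 0.260 by the limit of 3 counts, with an exact upper limit of 0.340. The ratios were 0.0591 for miR-184b and 0.200 for miR-2b, the last with an interval that includes 1. By name in the deposited lists, miR-184a (120.4) and miR-2b (18.6) were higher in the *Vat+* aphid library and miR-184b (0.186) lower. Of the others in that list, miR-133a, miR-1357 and miR-310 were higher in the *Vat+* aphid library here too by exact sequence, but miR-310 was lower by the settings just given, and miR-133a over all counts (0.891) and over the number of distinct sequences (0.771). The paper names 6 miRNA families as missing from the *Vat+* aphid library, and exact counts of 2 to 4 were found for 5 of these there. It speaks of a perfect match of the plant miRNAs to conserved ones, while 0 of the 320 counts listed under miR156, miR2911 and miR2916 were aligned without mismatch, against 90.3% for miR166 and miR168. It finds fewer members in the *Vat+* aphid library for 7 families, and this held for 5 here.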

Other observations

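The tests that weighed the 10 most abundant sequences, the first base of distinct sequences, shorter pieces in the other library and the 18–24 nt denominator were set before the results were seen. All other tests below, the weighting of the first base by counts among them, were chosen only after the results were seen.

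The larger share of 26–27 nt counts in the *Vat+* aphid library does not rest on a few sequences, as the ratio was still 45.2 without the 10 most abundant sequences of each library. Of the 26–27 nt counts of the *Vat+* aphid library, 77.4% came from sequences that share 18 nt with an 18–25 nt sequence of the *Vat-* aphid library, so that most of them may be longer pieces of RNAs that the *Vat-* aphid library holds as shorter pieces. The same measure gave 95.2% for the 22–23 nt counts of the *Vat+* aphid library, so such sharing is not particular to the 26–27 nt sequences. A different gel fraction cannot be told apart from a change in the RNA. Of the 359 sequences of 22 nt and 1000 or more counts, 65.7% differed by more than 2-fold in their share of the 22 nt counts, and 83.8% of the 302 sequences of 23 nt, but without replicates there is no value for unchanged libraries, and these lengths do not bear on the excess at 26–27 nt. RNA degradation and the effect of the host plant also stay open with 1 library per condition.

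A class of piRNAs that begin with U would raise the share of sequences that begin with T. In the test as set before the results were seen, 45.5% of the 16996 distinct 26–27 nt sequences of the *Vat+* aphid library began with T, against 24.2% T over all positions and 14.3% that began with T in the *Vat-* aphid library. Weighted by counts, 16.2% began with T against 19.6% T over all positions, with 7.47% against 17.6% at 26 nt and 24.5% against 21.4% at 27 nt. So a U-initial class may be present among the distinct sequences, and it cannot hold most of the 26–27 nt counts, while a smaller part of them stays open. Among the 7467 sequences that share no 18 nt with the *Vat-* aphid library, 75.0% began with T, and they held 326432 counts. Among the 9529 others, 22.4% began with T, and they held 2732331 counts. Over all 16996 sequences 22.9% had A at position 10, against 19.9% A over all positions. The values were 28.9% against 24.3% in the 7467 sequences and 18.1% against 16.5% in the 9529.

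The TPM values of Table 2 could be counts per 1000000 of the number of distinct sequences: 67 of the 143 values above 0 come within 1 of the deposited counts by name on that scale, and 0 do when the total of adapter-trimmed counts is used. Such a scale does not correct for the 2.60-fold difference in adapter-trimmed depth. Whether longer inserts that take up the *Vat+* aphid library explain the lower share of conserved miRNAs cannot be told apart from a lower miRNA content by these data. Divided by the 18–24 nt counts the ratio of *Vat-* over *Vat+* fell from 4.90 to 2.34. With inserts of 18–24 nt alone in numerator and denominator it lay between 1.05 and 2.39 with the ways of counting tried. The lowest value with all sequences kept, 0.862, came from sums by the first 18 nt that hold longer inserts. It was 1.40 without the first 18 nt shared by miR-183 and miR-263a. With any other 1 of the first 18 nt left out, these sums gave 0.763 at the lowest. With inserts of 18–24 nt alone the lowest was 0.936.

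Some miRNA names found in 1 library only may be due to names: of the 19 zero values of Table 2, 6 are of miRNAs with a sequence that the deposited list of that library holds under another name. For 5 of these the sequence of Table 2 itself had 10 or more counts there, and for miR-2c it had 3. Of the other 13, the exact sequence had 1 to 4 counts in 8, 0 in 4 and 538 in 1 (miR-92, which has the same sequence as miR-92c in Table 2, so that its zero is also a matter of naming). So counts under the minimum of 10 are a further source for some of these zero values.

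The candidate miRNAs lie close to more abundant sequences: for 6 of the 9, a sequence that differs at 1 base had at least 10 times their counts. Sequencing errors of these could be a source of the candidates. Of the 6, 4 (Ago-miR-C1, Ago-miR-C2, Ago-miR-C3 and Ago-miR-C8) had at least 5 times the median count of all sequences at 1 base from the abundant one in at least 1 library, which errors at an even rate would not give. Ago-miR-C1 had 6.67 times the median in the *Vat+* aphid library and 0.984 times in the *Vat-* aphid library, and Ago-miR-C6 had 1.05 times in the *Vat-* aphid library. Error rates differ between positions and bases, and no copy of the genome was used here, so errors and expressed variants cannot be told apart.

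The plant miRNA names of Table 5 that the match lists hold for the *Vat-* aphid library only, miR156, miR2911 and miR2916, may rest on matches with 1 or 2 mismatches to a plant miRNA: of their 320 counts, 0 were of a sequence without mismatch. In all, 5 plant miRNA names were listed for the *Vat-* aphid library only and 2 for the *Vat+* aphid library only, and 0 of their counts were without mismatch. By the 5′ parts of the primers, miR156 had 2 counts in each library and miR2911 and miR2916 had 0.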
